# Machine Learning Classifiers for Endometriosis Using Transcriptomics and Methylomics Data

**DOI:** 10.3389/fgene.2019.00766

**Published:** 2019-09-04

**Authors:** Sadia Akter, Dong Xu, Susan C. Nagel, John J. Bromfield, Katherine Pelch, Gilbert B. Wilshire, Trupti Joshi

**Keywords:** endometriosis, machine learning, classification, methylomics, transcriptomics, DNA methylation, RNA-seq, translational bioinformatics

## Abstract

Endometriosis is a complex and common gynecological disorder yet a poorly understood disease affecting about 176 million women worldwide and causing significant impact on their quality of life and economic burden. Neither a definitive clinical symptom nor a minimally invasive diagnostic method is available, thus leading to an average of 4 to 11 years of diagnostic latency. Discovery of relevant biological patterns from microarray expression or next generation sequencing (NGS) data has been advanced over the last several decades by applying various machine learning tools. We performed machine learning analysis using 38 RNA-seq and 80 enrichment-based DNA methylation (MBD-seq) datasets. We experimented how well various supervised machine learning methods such as decision tree, partial least squares discriminant analysis (PLSDA), support vector machine, and random forest perform in classifying endometriosis from the control samples trained on both transcriptomics and methylomics data. The assessment was done from two different perspectives for improving classification performances: a) implication of three different normalization techniques and b) implication of differential analysis using the generalized linear model (GLM). Several candidate biomarker genes were identified by multiple machine learning experiments including *NOTCH3*, *SNAPC2*, *B4GALNT1*, *SMAP2*, *DDB2, GTF3C5*, and *PTOV1* from the transcriptomics data analysis and *TRPM6*, *RASSF2*, *TNIP2*, *RP3-522J7.6*, *FGD3*, and *MFSD14B* from the methylomics data analysis. We concluded that an appropriate machine learning diagnostic pipeline for endometriosis should use TMM normalization for transcriptomics data, and quantile or voom normalization for methylomics data, GLM for feature space reduction and classification performance maximization.

## Introduction

Endometriosis is a complex and common gynecological disorder, and the etiology is poorly understood (Halme et al., 1984). The impact of endometriosis is very high. About 176 million women worldwide and about 8.5 million women in North America suffer from endometriosis (David Adamson et al., 2010). Five to ten percent of women who are of reproductive age, 20–30% of women with subfertility, and 40–60% of women with chronic pelvic pain and infertility are suffering from endometriosis (Selçuk and Bozdağ, 2013). Nearly 70% of teens with pelvic pain are later diagnosed with endometriosis (Yeung et al., 2011). Endometriosis is a leading cause of the 600,000 hysterectomies performed in the US every year (Burkett et al., 2011) and significantly impairs mental and physical quality of life in patients. Moreover, work performance for women with endometriosis is seriously compromised. Endometriosis causes a large economic burden due to loss of workdays and the health-care costs due to outpatient visits, hospitalization, and medications, which in the US have been estimated to be $22 billion each year (Simoens et al., 2007).

A gold standard for endometriosis diagnostic approach is laparoscopy, which is an invasive procedure. Due to the lack of definitive clinical diagnostic symptoms and an easy-to-perform molecular diagnostic approach, current diagnostic latency is on average 4 to 11 years (Agarwal et al., 2019). Therefore, early intervention is crucial for reducing suffering and expenses related to the disease. A minimally invasive diagnostic approach, such as endometrial biopsy, would be very useful for reducing diagnostic latency. Endometriosis patients have an altered methylome (DNA methylation) and transcriptome (RNA-seq), and these differences in DNA methylation and gene expression could lead to the identification of biomarkers for developing a minimally invasive diagnostic technique for endometriosis (Eyster et al., 2007; Wu et al., 2007; Xue et al., 2007a; Xue et al., 2007b; Lee et al., 2009). In a DNA microarray study comparing eutopic endometrium and ectopic endometrium suggested that alterations of cell adhesion-associated genes may contribute to the adhesive and invasive properties of ectopic endometrium (Eyster et al., 2007). In a mouse model of endometriosis with bisulphite-based DNA methylation suggested that significant changes occur in multiple markers of endometrial receptivity in the eutopic endometrium after induction of endometriosis (Lee et al., 2009). A cross-sectional measurement of gene expression levels of *DNMT1*, *DNMT3A*, and *DNMT3B* on endometriotic tissue demonstrated that those genes were overexpressed in the ectopic endometrium as compared with normal control subjects or the eutopic endometrium of women with endometriosis (Wu et al., 2007). Also, differential methylation of a CpG island at the ESR2 promoter region (Xue et al., 2007a) and SF-1 promoter and exon I regions (Xue et al., 2007b) may be key mechanisms related to endometriosis.

Discovery of relevant biological patterns from microarray expression data or next generation sequencing data have been advanced over the last several decades by applying various machine learning tools (Tarca et al., 2007; Liu et al., 2013; Neelima and Prasad Babu, 2017). Both unsupervised and supervised machine learning methods have been applied widely on microarray expression data (Vandesompele et al., 2002; Libbrecht and Noble, 2015). In the unsupervised machine learning application, some studies evaluated the clustering techniques such as hierarchical clustering and K-means clustering for identifying the groups of genes that share similar functions or expressions (Mudge et al., 2013; GTEx Consortium, 2015; Melé et al., 2015). For the application of supervised machine learning methods, some studies evaluated the application of disease vs. healthy classification tasks using various methods such as decision trees, random forests, artificial neural networks (ANN), support vector machines (SVM), and Bayesian networks (Pirooznia et al., 2008). Availability of both transcriptomics and methylomics data have greatly increased in recent years, which created the opportunity for using those data in clinical diagnostics (Mikeska et al., 2012; Byron et al., 2016). Unlike microarray gene expression data, application of machine learning classifiers on transcriptomics or methylomics data have been limited with various success (Bhasin et al., 2005; Wei et al., 2006; Bock, 2012; Cai et al., 2015; Thompson et al., 2016; Johnson et al., 2018). The difference of gene expressions in transcriptomics data or the difference of DNA methylation in methylomics data can provide avenues for the development of endometriosis diagnostic method (Eyster et al., 2007; Wu et al., 2007; Xue et al., 2007a; Xue et al., 2007b; Lee et al., 2009). In this work, we assess various supervised machine learning methods trained on both transcriptomics and methylomics data for classifying endometriosis samples from the control for creating highly accurate diagnostic predictive models.

An earlier work evaluated the performance of classification models using transcriptomics data (Akter et al., 2018). This work aims to systematically examine how well various state-of-the art supervised machine learning methods perform in classifying endometriosis and control samples using both transcriptomics and methylomics data. The assessment was done from three different perspectives: a) implication of three different normalization techniques on prediction performances, b) implication of differential analysis on prediction performances. In addition, network and functional enrichment analysis was conducted using the genes identified from different machine learning models.

## Materials and Methods

### Subjects and Tissue Collection

Subjects for the study were aged between 18 and 49 years and all undergoing a laparoscopy procedure—either diagnostic laparoscopy for pain or infertility or seeking laparoscopic sterilization. Prior to surgery, the physician obtained informed consent following the IRB protocol. Endometrial biopsies, which yield ≥250 mg of tissue, were collected using suction pipelles (Cooper Surgical Uterine Explora Model I) under general anesthesia prior to surgery. Endometrial biopsy is a quick, minimally invasive procedure, lasting ≤5 min, with minimal risk of infection, uterine perforation, or bleeding. During laparoscopy, the physician thoroughly examined the peritoneal cavity and visually confirmed the presence or absence of endometriosis. If present, at least one endometriotic lesion was sent to pathology for histological confirmation of endometriosis. Endometriosis patients had visually and histologically confirmed endometriosis.

**Table 1** presents the inclusion and exclusion criteria for the two populations. Samples were collected from three different institutes: 1) Women’s and Children’s Hospital, University of Missouri; 2) Boone Hospital, Columbia, MO; and 3) University of California, San Francisco. The tissue samples were processed for generating high-throughput mRNA (RNA-Seq) data and enrichment-based DNA methylation (MBD-seq) data using the Illumina Next Seq NGS technology. Our transcriptomics dataset includes 38 single-end RNA-seq samples (22 controls and 16 endometriosis). The methylomics dataset includes 80 enrichment-based DNA methylation samples (36 controls and 44 endometriosis) where 77 (35 controls and 42 endometriosis) met the quality control criteria.

**Table 1:** Inclusion and exclusion criteria.

Group	Inclusion criteria	Exclusion criteria
Controls	Age 18 to 49 years	Visual observation of lesions
Endometriosis	Age 18 to 49 years Laparoscopic and pathology confirmed	Diagnostic laparoscopy without visual observation of endometriotic lesions

### Transcriptomics and Methylomics Data Preprocessing Workflow

We preprocessed our data using several widely accepted bioinformatics tools. The transcriptomics dataset was processed in five steps, and the methylomics dataset was processed in seven steps. Steps 1 to 3 were same for both datasets. In the first step, all raw data were checked for quality control using FastQC (Andrews). In the second step, Cutadapt (Martin, 2011) was used to remove reads with low-quality bases, adapter sequences, and other contaminating sequences. In step three, Bowtie2 (Langmead et al., 2009) was applied to align sequence reads to the reference genome *hg38*. In the fourth step for RNA-seq, TopHat (Trapnell et al., 2009) was used to discover the locations of short sequence reads with respect to the reference. In step five for RNA-seq, HTSeq (Anders et al., 2015) was applied to generate the read count data, which was then filtered to remove very low count genes. The filtering criterion was to keep the genes that have at least 1 count per million (cpm) reads mapped in at least *n* samples where *n* is the smallest group size. In the fourth step for DNA methylation, each sample’s read was aligned against the reference genome hg38 using Bowtie2 (Langmead et al., 2009). In the fifth step for DNA methylation, we used Samtools (Li et al., 2009) and Picard (Picar) for sorting and removing duplicate reads. In the sixth step for DNA methylation, we segmented the genome sequence into 1,000 bases tiling windows, which is widely used. The seventh step for DNA methylation is to record the number of reads that are mapped to each methylated region. Read counts are the number of aligned reads that uniquely map to the hg38 reference genome. Several R packages (MEDIPS, BSgenome, BSgenome.Hsapiens.UCSC.hg38) were applied to generate the read count data, which was then filtered to remove very low count methylated regions. The filtering criterion was to keep the regions that have nonzero counts per million (cpm) reads mapped in at least *n* samples where *n* is the smallest group size. A study on comparing normalization techniques in RNA-seq analysis demonstrated that normalization methods have impacts on the results (Lin et al., 2016). In this study, the read count data were normalized using three different techniques: a) logarithm of counts per million (logCPM) of trimmed mean of M values (TMM) (Smyth, 2004), b) quantile normalization (qNorm) (Bolstad et al., 2003), and c) Voom normalization (vNorm) (Smyth, 2004).

In the methylomics data analysis, our goal is to identify the methylated regions of interest (MROI) and find the nearby genes. Mapping of an MROI to the reference annotation information helped us to extract the nearest genes from that MROI. Our goal is to identify the genomic features such as the protein-coding genes, long intergenic noncoding RNA (lincRNA) genes, microRNA (miRNA) genes, ribosomal ribonucleic acid (rRNA) genes, small nucleolar RNA (snoRNA) genes, and small nuclear RNA (snRNA) genes. The distance threshold for the MROI position to the genomic region was set to 10,000 bp.

### Differential Analysis

To identify the differentially expressed genes (DEGs) in the transcriptomics dataset or the differentially methylated regions (DMRs) in the methylomics dataset between the control and endometriosis cases, a generalized linear model (GLM) was applied followed by likelihood ratio test using the edgeR (Robinson et al., 2010) package. The trimmed mean of M values (TMM) normalization was performed to normalize read counts among different samples. The significance of the genes was defined by using an adjusted p-value cutoff set at 5% using the false discovery rate (FDR) method for multiple testing (Benjamini and Hochberg, 1995).

### Network and Functional Enrichment Analysis

We used the GeneMANIA (Montojo et al., 2014) application in Cytoscape (Shannon et al., 2003) for the network analysis and functional enrichment analysis. For a given gene list, GeneMANIA can build a weighted functional interaction network using a database of almost 2,300 networks. The networks are organized into different groups such as co-expression, physical interaction, genetic interaction, shared protein domains, co-localization, pathway, etc. To generate a network, Pearson correlation is used as the degree of interaction strength between each pair of genes. Utilizing the publicly available datasets, the GeneMANIA algorithm can predict genes or gene products that are highly related to the original gene list. Hypergeometric test was applied for the functional enrichment analysis with q-values cutoff of 0.10 using the Benjamini–Hochberg procedure.

### Machine Learning Classifiers

#### Decision Tree

Decision tree is a tree-based algorithm that can be described as IF–THEN rules (Quinlan, 1993). There are many varieties of the decision tree algorithm based on the attribute selection criteria such as Iterative Dichotomiser 3 (ID3) (Quinlan, 1986), Classification and Regression Trees (CART) (Breiman et al., 1984), and C4.5 (Quinlan, 1993). Decision tree is constructed in two phases. First, a large tree is grown to fit the data closely. Second, the tree is pruned by removing parts that are predicted to have a relatively high error rate. C4.5 is a popular algorithm for decision tree construction that uses entropy minimization or information gain for attribute selection criteria. We used an improved version of C4.5 called C5.0/see5 (Data Mining Tools See5 and C5.0) for constructing the decision tree in this study. Confidence factor is used as a parameter for tree pruning in C5.0. The default value for confidence factor is 25% or 0.25. If the value of confidence factor is smaller than 0.25, it causes more pruning and *vice versa*.

#### Biosigner

Biosigner is an enhanced algorithm for detecting biomarkers (Rinaudo et al., 2016). The Biosigner algorithm includes four steps: 1) bootstrap resampling (default is boot = 50), 2) feature ranking, 3) selection of significant features called signature set, and 4) building the final model that is restricted to the features from the signature set. In Biosigner, three different machine learning classifier algorithms [partial least squares discriminant analysis (PLSDA) (Wold et al., 2001; Barker and Rayens, 2003), random forest (RF) (Breiman, 2001), and support vector machine (SVM) (Boser et al., 1992)] were used for constructing three different models. As the input to the Biosigner algorithm, we used the TMM normalized data as expression data.

### Machine Learning Experimental Approach

We performed six different experiments using the decision tree classifier (see **Table 2**). Performance measures of each model were computed using the cross-validation approach described previously. We used the default value of confidence factor (0.25) so that the decision tree is optimally pruned. GLM was applied on the whole dataset for the decision tree experiments.

**Table 2:** Machine learning experimental approach using decision tree.

Experimental name	Normalization	GLM	Decision tree
TMM + Decision Tree	TMM		X
qNorm + Decision Tree	qNorm		X
vNorm + Decision Tree	vNorm		X
TMM + GLM + Decision Tree	TMM	X	X
qNorm + GLM + Decision Tree	qNorm	X	X
vNorm + GLM + Decision Tree	vNorm	X	X

For testing with the Biosigner algorithm, we used TMM as the expression data. The TMM data were then used for constructing the classifier models (PLSDA, random forest, and SVM) using Biosigner. We used the default value for the boot parameter, which is 50. In some iterations of the leave-one-out cross-validation, Biosigner was unable to produce a prediction result for the test record using the predict function that uses the signature model, if the signature model was not produced in those iterations. In such a scenario, the model with tier A was used for prediction.

The dataset were filtered for low read count genes for the transcriptomics datasets and for low read count methylated regions for the methylomics dataset. For the transcriptomics dataset, the experiments were conducted in two scenarios: a) all genes including protein-coding, lincRNA gene, miRNA gene, rRNA gene, etc. are present in the dataset after removing the genes with lower read counts, and b) only protein-coding genes are present in the dataset after removing the genes with lower read counts. For the methylomics dataset, all methylated regions except lower read counts were present.

### Cross-Validation and Model Performance

For model validation and comparing results between the methods, we applied the leave-one-out cross-validation for computing the performance measures. This ensures two things: 1) the record used for model validation is not used for model construction, and 2) all records are used for model validation. This technique is useful for dataset with smaller number of samples such as in our study. The final model is constructed using all records. We computed several model performance measures: accuracy, sensitivity, specificity, precision, F_1_ score, Matthews correlation coefficient (MCC), and area under the receiver operating characteristics curve (AUC); the leave-one-out cross-validation approach was used for calculating these measures.

## Results

### Data Preprocessing and Differential Analysis

There were a total of 38 samples in the transcriptomics dataset. 

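Endometrial biopsies from 22 controls and 16 endometriosis cases were sequenced by single-end RNA-seq. The authors checked the reads with FastQC, trimmed them with Cutadapt, aligned them to hg38 with Bowtie2 and TopHat, and counted them on genes with HTSeq. The deposited values are these read counts, 1 column per sample, without normalization and without the filter on low counts. The total count per sample ranged from 1424796 to 2639094 in the controls, with a median of 2266283.5, and from 1577615 to 2494739 in endometriosis, with a median of 2195441. The mean totals of the groups differed by less than their spread (two-sided permutation test with 100000 resamples, p = 0.605). Between 18100 and 23843 genes had at least 1 count in a sample. No pair of libraries within a group held matching counts, since the smallest chi-square per degree of freedom between 2 libraries was 10.8. The sample codes form 2 series: 12 controls are N-coded, while 10 controls and all 16 endometriosis samples are W-coded. What the series stand for is not named in the paper's text. The W-coded controls had lower totals than the N-coded controls (medians 2169069 and 2412524.5, two-sided permutation test, p = 0.00548), so results are also given for the 26 W-coded samples alone, the only series that holds both groups. The strand setting of HTSeq is not named in the paper's text either. Of 20 genes that every cell expresses, 0 were in the top 5% of the filtered genes by mean CPM (counts relative to the library total). The gene TSIX, which lies opposite to XIST, had more counts than XIST in 38 of 38 libraries (means 22822.5 and 3.46 CPM). These values argue against counts made on the strand of the transcripts. A level given below is therefore that of the counts assigned to a gene, which may not be those of its own transcripts. From the counts, differential analysis was run here with edgeR as in the methods, with trimmed mean of M values (TMM) normalization, a generalized linear model (GLM) and the likelihood ratio test, and p-values were adjusted by the Benjamini-Hochberg method. The methods name no dispersion estimate, and the one used here is edgeR's estimateDisp. Decision trees were grown with a C4.5-type program in place of C5.0, and partial least squares discriminant analysis (PLSDA), random forest and a linear support vector machine (SVM) were run without the signature step of Biosigner. All accuracies are from leave-one-out cross-validation, and their 95% intervals are Wilson intervals.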

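In the deposited counts, 20797 of the 58050 genes had no count in any of the 38 samples. Of the gene identifiers, 56947 matched GENCODE release 44 on GRCh38, the annotation used here, and 1103 did not. By the biotypes of this release, 19628 genes of the table are protein-coding. Protein-coding genes took a median of 47.8% of the counts in the controls (range 44.1% to 50.6%) and 48.1% in endometriosis (range 44.8% to 51.2%). The 10 genes with the most counts of a sample took a median of 17.9% of its counts in the controls and 19.2% in endometriosis.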

After preprocessing of the RNA-seq data of each samples, we created a dataset containing the read counts of 58,050 genes in which 18,852 genes were protein-coding. 

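The filter of at least 1 CPM in at least 16 samples left 14154 genes when CPM was computed on the total counts. Of these, 8431 are protein-coding in GENCODE release 44. When the counts were first restricted to protein-coding genes and CPM was computed on their sum, 10323 genes passed, and these were used for the protein-coding experiments. In every sample 1 CPM stood for fewer than 3 reads, so a gene at the filter was measured by a few reads per sample.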

After applying the filtering criteria for low count genes, 14,154 genes were included in the dataset in which 11,687 of them were protein-coding genes. 

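At an adjusted p under 0.05, the likelihood ratio test called 26 genes between endometriosis and control, of which 5 were higher and 21 were lower in endometriosis. The unadjusted p was under 0.05 for 1594 genes. With the same design, edgeR's quasi-likelihood F test called 1 gene, MTND6P4, and the Wald test of DESeq2 called 96 genes, 14 higher and 82 lower. Among the 26 W-coded samples alone the likelihood ratio test called 0 genes, and 468 genes had an unadjusted p under 0.05. With the code series as a covariate it also called 0 genes, with 393 at an unadjusted p under 0.05. Between the 12 N-coded and the 10 W-coded controls, the same test called 2191 genes, including 16 of the genes called between endometriosis and control. The gene with the smallest p was MTND6P4, a processed pseudogene at 134924123 to 134924644 on chromosome 5 of GRCh38. Its log2 fold change was 5.16 (standard error 0.745, adjusted p = 3.24e-06), but 95.7% of its CPM summed over the endometriosis samples came from 1 library, and without that library the log2 fold change was 0.71 (adjusted p = 0.438). The gene listed as ENSG00000233196 had 47.9% of its endometriosis CPM in 1 library, and its log2 fold change of 2.18 became 1.34 without it (adjusted p = 0.161). For ZNF90 this share was 81.1%, and the log2 fold change of 2.28 became -0.02 (adjusted p = 0.988). ENSG00000226883 rose from 0.711 ± 0.636 CPM (SD, n = 22) to 1.82 ± 0.831 CPM (SD, n = 16), with an adjusted p of 0.0318 that was 0.0603 without the endometriosis library of its highest value. Among the genes lower in endometriosis, BTBD2 fell from 202 ± 86.8 CPM (SD, n = 22) to 114 ± 28.7 CPM (SD, n = 16), a log2 fold change of -0.83 (standard error 0.179, adjusted p = 0.0191). Its log2 fold change within the W-coded samples was -0.21. ENSG00000278791, a microRNA gene, had 94.1% of its control CPM in 1 library, and its log2 fold change of -3.59 became 0.41 without it (adjusted p = 0.513). When the control library or the endometriosis library with the highest CPM of a named gene was left out, 1 library at a time, the number of called genes lay between 8 and 60.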

We performed differential analysis using the GLM followed by likelihood ratio test on 14,154 genes and found 28 DEGs: 5 upregulated and 23 downregulated genes. 

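When only the protein-coding genes were tested, with library sizes and TMM factors recomputed on them, the likelihood ratio test called 12 genes, 1 higher and 11 lower in endometriosis, and 974 genes had an unadjusted p under 0.05. The quasi-likelihood F test called 0 genes (894 at an unadjusted p under 0.05), and DESeq2 called 52. Within the W-coded samples the likelihood ratio test called 0 genes, and the unadjusted p was under 0.05 for 367. With the code series as a covariate these numbers were 0 and 330. The gene called as higher was ZNF90, whose counts in endometriosis came mostly from 1 library. Of the genes called as lower, VPS16 was not called in the test on all genes. It had a log2 fold change of -1.61 (adjusted p = 0.0353) on a mean of 2.05 reads per sample, and it is named here after its value was seen.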

We also performed the differential analysis on the 11,687 protein-coding genes only and found 11 protein-coding DEGs: one upregulated and 10 downregulated genes.

In the methylomics dataset, out of the 80 samples, 77 samples met the quality control criteria (35 controls and 42 endometriosis). After preprocessing of the enrichment-based DNA methylation (MBD-seq) data of each sample, we created a dataset containing the read counts of 3,088,281 methylated regions. After applying the filtering criteria for lower read counts, 2,577,382 methylated regions were included in the dataset. We performed the differential analysis using GLM on 2,577,382 methylated regions and found 365 DMRs in which 303 of them were hypermethylated and 62 of them were hypomethylated.

### Decision Tree Results Using Transcriptomics Data

For the experiments using both the protein-coding and nonprotein-coding genes (denoted as “all genes” in this article), we used 14,154 genes in these experiments. For the experiments using only the protein-coding genes, we used only the protein-coding genes that include 11,687 genes. We applied the six experiments (separately for all genes and protein-coding genes) using the decision tree algorithm. **Table 3** presents the decision tree models from those experiments. 

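The trees grown here used the gain ratio with a penalty for thresholds, at least 2 samples per branch and pruning at a confidence of 0.25. With TMM, the tree on all genes and the tree on protein-coding genes both split on NOTCH3 and then on TMEM106B. With TMM and GLM, the tree on all genes used NOTCH3, KLF2P1 and MFAP2, and the tree on protein-coding genes used NOTCH3, B4GALNT1 and ZNF865. With qNorm and GLM the trees used NOTCH3 and KLF2P1 (all genes) and NOTCH3, SNAPC2 and VPS16 (protein-coding genes). The paper's own trees were also applied to the deposited counts, that is, to the samples from which the paper grew them. With the thresholds of Table 3, “TMM + Decision Tree” on all genes placed 37 of the 38 samples in their group and “TMM + GLM + Decision Tree” placed 36. On protein-coding genes the same experiments placed 34 and 35. At the root threshold of these 4 trees, 10 of the 16 endometriosis samples and 0 of the 22 controls were at or under the value for NOTCH3.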

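Of the genes used as splits in the 12 trees grown here, 7 are also in the trees of Table 3. Among the genes of Table 3 not used in these trees, SMAP2 and GTF3C5 did not pass the filter on low counts. SMAP2 had 0 or 1 reads in each control and 0 to 2 reads in each endometriosis sample. GTF3C5 had 0 to 4 reads in the controls (0.69 ± 0.625 CPM, SD, n = 22) and 0 or 1 read in endometriosis (0.0772 ± 0.167 CPM, SD, n = 16). The two-sided permutation test of its mean log2 CPM gave p = 0.00031, and p = 0.00073 within the W-coded samples, which is not independent evidence because the study chose the gene on these samples. RP11-792A8.1 and RP11-459F6.3 matched no name in the annotation used here and were not analysed here.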

A total of 13 candidate biomarker genes were identified from the transcriptomics experiments using decision tree. 

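Of the tree genes of Table 3, 9 passed the filter on all genes, and 7 of them had an adjusted p under 0.05 in the likelihood ratio test over all genes, 6 lower and 1 higher in endometriosis. Over the 11 tested genes that the paper names from its trees and from Biosigner, 9 passed this threshold when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. With the quasi-likelihood F test over all genes, the adjusted p of these 11 genes lay between 0.116 and 0.714. B4GALNT1, at 57623409 to 57633239 on chromosome 12, fell from 285 ± 160 CPM (SD, n = 22) to 127 ± 60.5 CPM (SD, n = 16), with a log2 fold change of -1.16 (standard error 0.243, adjusted p = 0.0191). Its log2 fold change was -0.23 within the W-coded samples, where the permutation test of its mean log2 CPM gave p = 0.237. PTOV1 had a log2 fold change of -0.76 (adjusted p = 0.0256) over all samples and -0.06 within the W-coded samples. Exons of 2 genes on the opposite strand overlap B4GALNT1, and exons of 4 overlap PTOV1. ZNF865, at 2 to 49 reads per control, had a log2 fold change of -1.69 (adjusted p = 0.0333), which was -0.62 within the W-coded samples. Without the control library of its highest value it was -1.51 (adjusted p = 0.0817). MFAP2 was measured by 0 to 6 reads per sample and had a log2 fold change of -1.29 (adjusted p = 0.0444), with -0.96 within the W-coded samples and -1.22 without the control library of its highest value (adjusted p = 0.0757). DDB2 was not past the threshold (log2 fold change -0.19, adjusted p = 0.712), and its log2 fold change was 0.01 within the W-coded samples.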

Among those genes, eight genes were differentially expressed (seven downregulated and one upregulated). Six genes were identified from the models using all genes in which three of them are protein-coding. Nine genes were identified from the models using protein-coding genes. Two genes (*NOTCH3* and *TMEM106B*) were found common between the two groups of results (all vs. protein-coding genes). 

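TMEM106B lies at 12211270 to 12243367 on chromosome 7 of GRCh38. Its level was 2.43 ± 1.08 CPM (SD, n = 22) in the controls and 3.67 ± 2.68 CPM (SD, n = 16) in endometriosis, from 0 to 8 and from 2 to 32 reads per sample. The difference was not past the threshold in the likelihood ratio test on all genes (log2 fold change 0.61, standard error 0.278, adjusted p = 0.36), in the test on protein-coding genes (0.62, adjusted p = 0.429) or in a two-sided permutation test of the mean log2 CPM (p = 0.086, adjusted p = 0.1 over the 14 genes of the paper with counts). The log2 fold change within the W-coded samples was 0.47. NOTCH3 lies at 15159038 to 15200995 on chromosome 19. Its tree threshold in the TMM trees grown here was 0.56 log2 CPM on all genes and 1.62 log2 CPM on protein-coding genes, where CPM is computed on a smaller total.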

*NOTCH3* was present in all models, and *KLF2P1* was present in three models using decision tree. 

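NOTCH3 was counted 0 to 6 times per sample. The mean count was 3.67 ± 1.61 reads (SD, n = 12) in the N-coded controls, 3.4 ± 1.26 reads (SD, n = 10) in the W-coded controls and 1.31 ± 1.74 reads (SD, n = 16) in endometriosis. Each of the 22 controls had at least 2 reads, while 8 of the 16 endometriosis samples had 0 and 6 had 2 or more. Within the W-coded samples the two-sided permutation test of the mean log2 CPM with 100000 resamples gave p = 0.00105, which is not independent evidence because the study chose the gene on these samples, and the likelihood ratio test over all genes in these 26 samples gave an adjusted p of 0.756. KLF2P1 was used here in 3 trees, those on the GLM genes of the all-gene set. It is a processed pseudogene of KLF2 at 130036958 to 130038422 on chromosome 2. Its level was 2.00 ± 2.10 CPM (SD, n = 22) in the controls and 12.4 ± 16.5 CPM (SD, n = 16) in endometriosis, with a log2 fold change of 2.59 (standard error 0.628, adjusted p = 0.0318). The spread in endometriosis was larger than the mean, and without the library of the highest value the adjusted p was 0.0731. In the W-coded samples alone the log2 fold change was 2.28. The likelihood ratio test there gave an unadjusted p of 0.00555 and did not call the gene after adjustment. The permutation test of its mean log2 CPM gave p = 0.203.

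**Figure D1:**
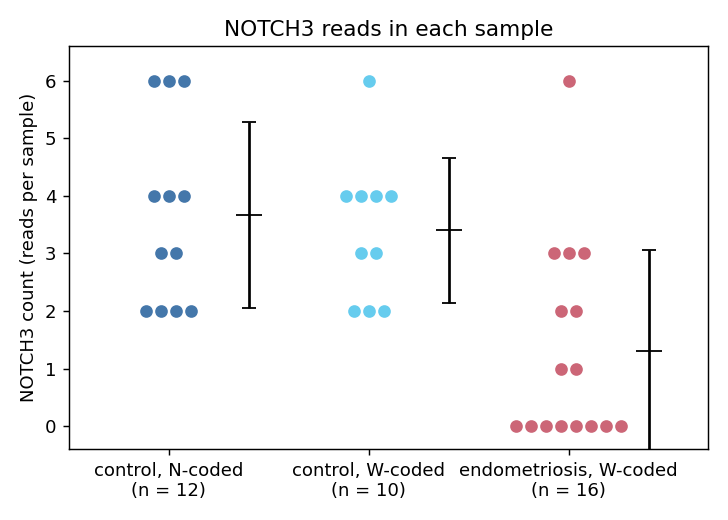
NOTCH3 reads per sample (vertical axis) in N-coded controls (n = 12), W-coded controls (n = 10) and W-coded endometriosis samples (n = 16); each point is 1 sample, and the black bars give the mean and SD. The controls of both series lie between 2 and 6 reads, and 8 endometriosis samples lie at 0.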

“TMM + GLM + Decision Tree” experiments (all vs. protein-coding genes) achieved the best performances (see Performance Evaluation section for more details). **Figure 1** presents the gene interaction network among all the genes from different decision tree models of the transcriptomics dataset. Most of the query genes and predicted genes are linked by co-expression network with weight 99.70. There were no significant GO annotation from the functional enrichment analysis of these genes.

**Table 3:** Decision tree models using transcriptomics data.

Gene feature set	Experiment name	Tree model
All	TMM + Decision Tree	NOTCH3 <= 0.3994181: endometriosis (10) NOTCH3 > 0.3994181: :...TMEM106B <= 2.207379: control (23/1) TMEM106B > 2.207379: endometriosis (5)
All	qNorm + Decision Tree	NOTCH3 <= 1.710526: endometriosis (13/1) NOTCH3 > 1.710526: :... RP11-792A8.1<= 1.052632: control (22/1) RP11-792A8.1> 1.052632: endometriosis (3)
All	vNorm + Decision Tree	NOTCH3 <= -0.05049461: endometriosis (13/1) NOTCH3 > -0.05049461: :...RP11-459F6.3 <= 1.434793: endometriosis (3) RP11-459F6.3 > 1.434793: control (22/1)
All	**TMM + GLM + Decision Tree**	NOTCH3 <= 0.3994181: endometriosis (10) NOTCH3 > 0.3994181: :...KLF2P1 > 3.247368: endometriosis (4) KLF2P1 <= 3.247368: :...MFAP2 <= -0.1358892: endometriosis (3/1) MFAP2 > -0.1358892: control (21)
All	qNorm + GLM + Decision Tree	NOTCH3<= 1.684211: endometriosis (13/1) NOTCH3> 1.684211: :... SMAP2<= 17.94737: control (22/1) SMAP2> 17.94737: endometriosis (3)
All	vNorm + GLM + Decision Tree	NOTCH3 <= -0.05049461: endometriosis (13/1) NOTCH3 > -0.05049461: :...KLF2P1 <= 3.057986: control (22/1) KLF2P1 > 3.057986: endometriosis (3)
Protein-Coding	TMM + Decision Tree	NOTCH3 <= 1.644335: endometriosis (10) NOTCH3 > 1.644335: :...TMEM106B <= 3.460871: control (23/1) TMEM106B > 3.460871: endometriosis (5)
Protein-Coding	qNorm + Decision Tree	NOTCH3 <= 1.894737: endometriosis (13/1) NOTCH3 > 1.894737: :...SMAP2 <= 1: control (22/1) SMAP2 > 1: endometriosis (3)
Protein-Coding	vNorm + Decision Tree	NOTCH3 <= 1.293087: endometriosis (13/1) NOTCH3 > 1.293087: :...DDB2 <= 5.616763: endometriosis (3) DDB2 > 5.616763: control (22/1)
Protein-Coding	**TMM + GLM + Decision Tree**	NOTCH3 <= 1.641844: endometriosis (10) NOTCH3 > 1.641844: :...B4GALNT1 <= 7.888268: endometriosis (3) B4GALNT1 > 7.888268: :...ZNF865 <= 1.835846: endometriosis (2) ZNF865 > 1.835846: control (23/1)
Protein-Coding	qNorm + GLM + Decision Tree	NOTCH3 <= 1.815789: endometriosis (13/1) NOTCH3 > 1.815789: :...PTOV1 > 779.6053: control (17) PTOV1 <= 779.6053: :...GTF3C5 <= 0.8157895: endometriosis (4) GTF3C5 > 0.8157895: control (4)
Protein-Coding	vNorm + GLM + Decision Tree	NOTCH3 <= 1.293087: endometriosis (13/1) NOTCH3 > 1.293087: :...SNAPC2 -0.7898067: endometriosis (2) SNAPC2 > -0.7898067: control (23/2)

The best model in each subgroup of experiment is presented in bold text.

**Figure 1:**
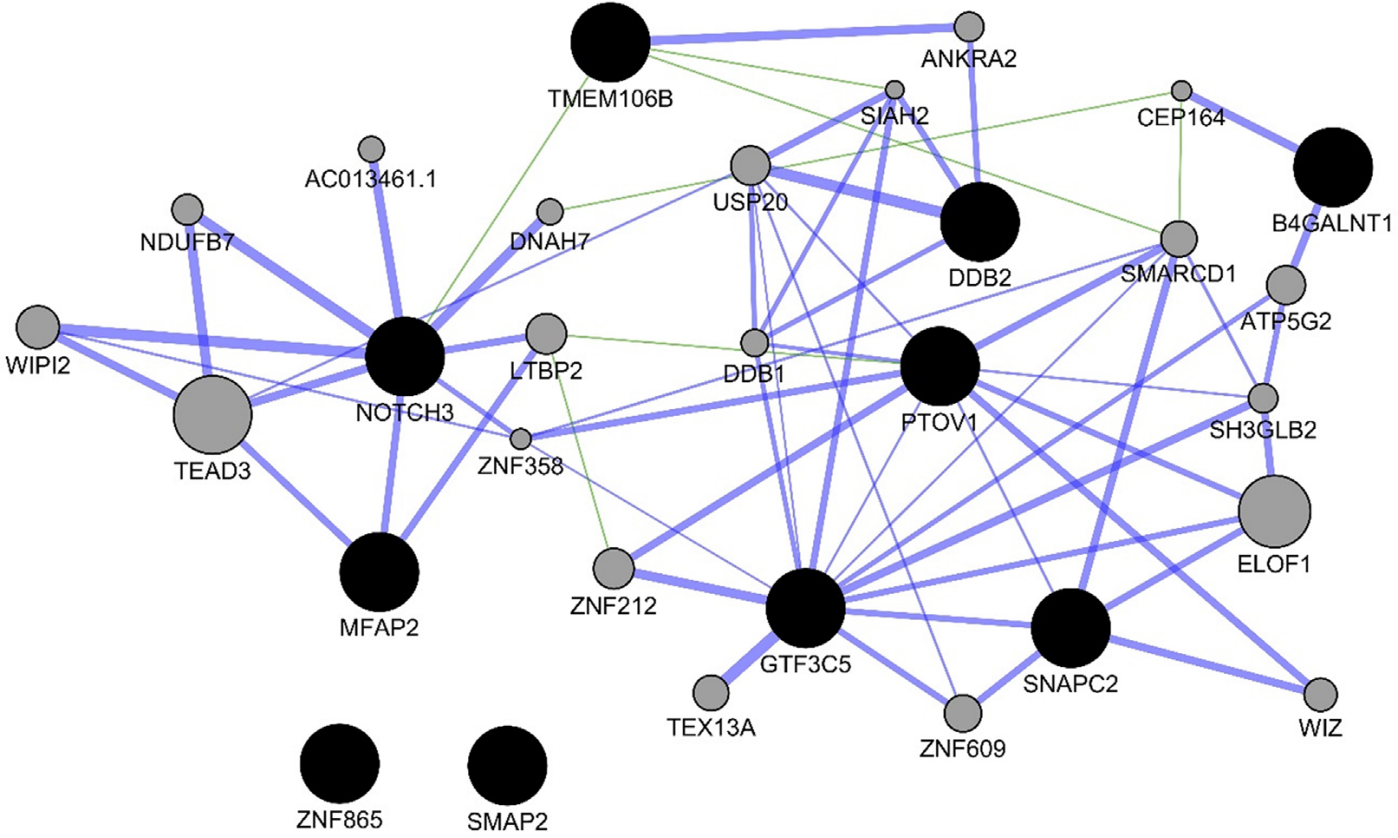
Gene interaction network among the genes from the decision tree models using the protein-coding genes of transcriptomics data. Black circles denote the candidate biomarkers genes, and gray circles denote the GeneMANIA-predicted genes. Blue and green edges represent co-expression (network weight 99.70) and genetic interactions (network weight 0.33), respectively.

### Biosigner Results Using Transcriptomics Data

We applied the Biosigner algorithm on 14,154 genes including both the protein-coding and nonprotein-coding genes (denoted as “all genes” in this article) and on 11,687 protein-coding genes only, separately. As the input of the Biosigner algorithm, we used the TMM normalized data as the expression data. The Biosigner algorithm constructed three different models: PLSDA, random forest, and SVM. **Figure 2A** presents the gene tier plot (S = signature genes; A–E = A is a higher tier gene and E is a lower tier genes). 

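SEMA3B-AS1, a long noncoding RNA gene at 50266631 to 50267564 on chromosome 3 that overlaps exons of SEMA3B on the opposite strand, fell from 10.8 ± 4.17 CPM (SD, n = 22) in the controls to 6.37 ± 3.48 CPM (SD, n = 16) in endometriosis. Its log2 fold change of -0.76 (standard error 0.222) was not past the threshold in the likelihood ratio test (adjusted p = 0.088) and was past it with DESeq2 (adjusted p = 0.0399). Without the endometriosis library of its highest value, the adjusted p of the likelihood ratio test was 0.0281, and without the control library of its highest value it was 0.156. Within the W-coded samples the log2 fold change of SEMA3B-AS1 was -0.45 (likelihood ratio test, unadjusted p = 0.0868). The permutation test of its mean log2 CPM gave p = 0.0322 there. ILDR1 was at 0 reads in 12 of the 22 controls and in 1 of the 16 endometriosis samples. It did not pass the filter on all genes. On protein-coding genes its log2 fold change was 2.19 (adjusted p = 0.102), and 53.6% of its control CPM and 41.2% of its endometriosis CPM came from 1 library each. The permutation test of its mean log2 CPM gave p = 0.00075, and p = 0.00521 within the W-coded samples. These permutation tests are not independent evidence because the study chose the genes on these samples. C1QL3 was at 13.97 ± 10.4 CPM (SD, n = 22) and 24.9 ± 18.2 CPM (SD, n = 16), a difference within the spread between samples (likelihood ratio test, log2 fold change 0.83, adjusted p = 0.504). RP4-782L23.2 matched no name in the annotation used here and was not analysed here.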

Biosigner identified three genes as the potential set of biomarkers: *NOTCH3*, *RP4-782L23.2*, and *SEMA3B-AS1* using all genes. **Figure 2B** presents the gene tier plot of four genes as the potential set of biomarkers identified by Biosigner: *NOTCH3*, *SNAPC2*, *ILDR1*, and *C1QL3* using protein-coding genes only. **Table 4** presents the candidate biomarker genes that were identified from the transcriptomics experiments using Biosigner, in which three genes were differentially expressed (two downregulated and one upregulated). Three genes were identified from the models using all genes in which one of them is protein-coding, and four genes were identified from the models using the protein-coding genes. One gene (*NOTCH3*) was found common between the two groups of results (all vs. protein-coding genes). *NOTCH3* was present in all the models, and *SNAPC2* and *RP4-782L23.2* were present in two models using Biosigner. Unlike the decision tree experiments, the results were opposite in Biosigner; the models using protein-coding genes performed either similar or better results than the models using all genes. 

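Without the signature step of Biosigner, PLSDA classified 60.5% of the 38 samples correctly on all genes (95% interval 44.7% to 74.4%) and 57.9% on protein-coding genes (42.2% to 72.2%). Random forest reached 44.7% (30.2% to 60.3%) and 47.4% (32.5% to 62.7%), and SVM reached 50.0% on each gene set (34.9% to 65.2%). For each of these classifiers the difference between the gene sets was at most 1 sample and lay within the intervals. Calling every sample a control would be correct for 57.9% of the 38 samples.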

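SNAPC2 lies at 7920338 to 7923250 on chromosome 19 of GRCh38. It was measured by 1 to 34 reads per control and 0 to 10 reads per endometriosis sample, or 5.599 ± 4.60 CPM (SD, n = 22) and 1.44 ± 1.52 CPM (SD, n = 16). In the likelihood ratio test on all genes its log2 fold change was -1.91 (standard error 0.417, adjusted p = 0.0191). Within the W-coded samples it was -1.64, with an adjusted p of 0.458. The two-sided permutation test of its mean log2 CPM gave p = 6e-05 over all samples and p = 0.00069 within the W-coded samples, which is not independent evidence because the study chose the gene on these samples.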

We also compared the gene list found between the decision tree models and the Biosigner models; *NOTCH3* and *SNAPC2* were found common between those two sets of genes. Both of these genes are protein-coding and were found downregulated in the differential analysis.

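In the likelihood ratio test on protein-coding genes, NOTCH3 had a log2 fold change of -1.37 (adjusted p = 0.0317) and SNAPC2 had one of -1.91 (adjusted p = 0.0213). With the quasi-likelihood F test on the same genes the adjusted p was 0.177 for NOTCH3 and 0.13 for SNAPC2. DESeq2 gave no adjusted p for either gene on all genes because its filter on low means left them out.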

**Figure 2:**
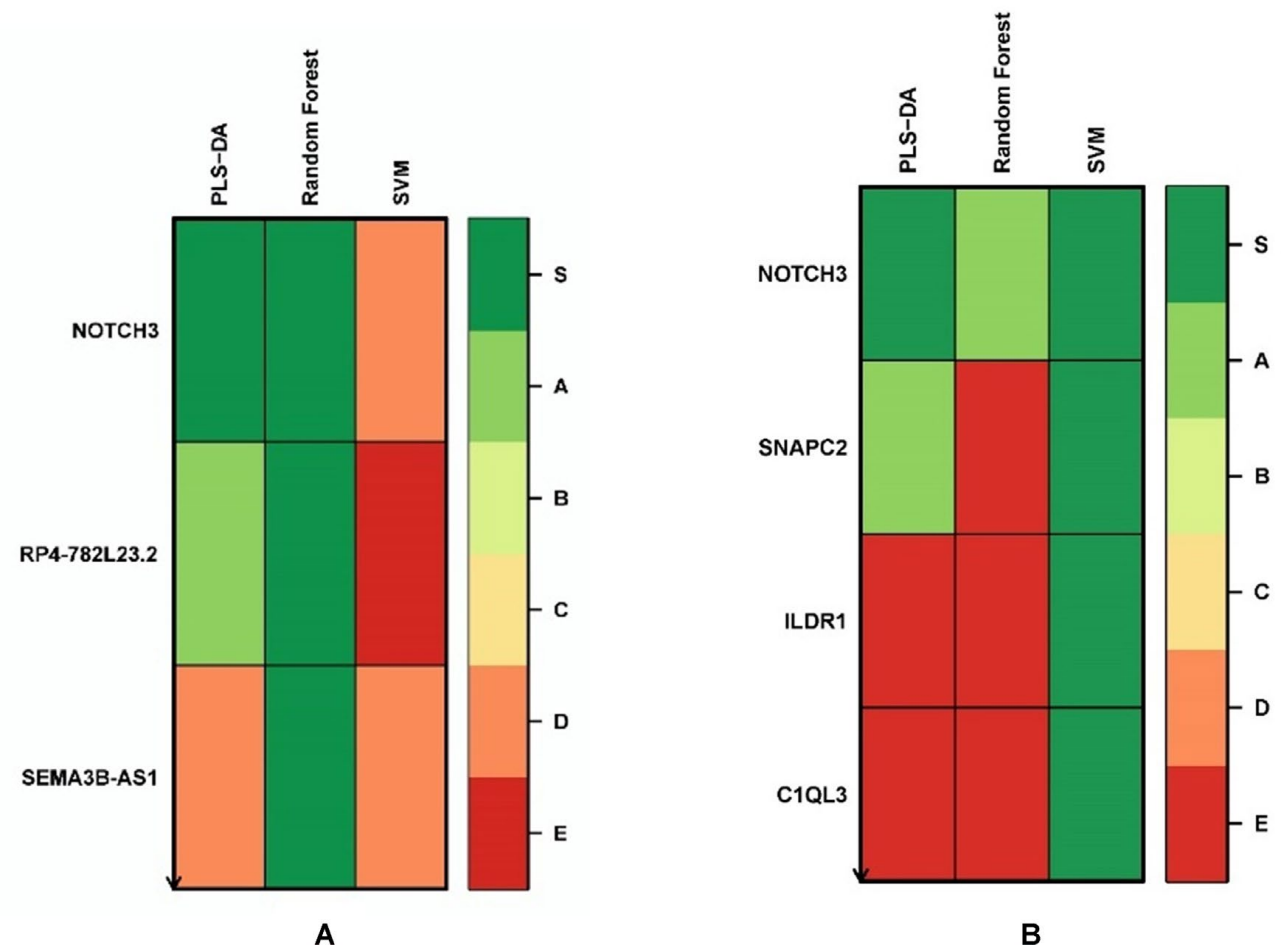
Gene tier plot from Biosigner using transcriptomics data from the experiments using: **(A)** all genes, **(B)** protein-coding genes only; S, signature genes; A–E=A is a higher tier, and E is a lower tier.

**Table 4:** Candidate biomarker genes from transcriptomics analysis.

Experiment name	Gene names (Experiments using all genes)	Gene names (experiments using the protein-coding genes only)
TMM + Decision Tree	*NOTCH3, TMEM106B*	*NOTCH3, TMEM106B*
qNorm + Decision Tree	*NOTCH3, RP11-792A8.1*	*NOTCH3, SMAP2*
vNorm + Decision Tree	*NOTCH3, RP11-459F6.3*	*NOTCH3, DDB2*
**TMM + GLM + Decision Tree**	***NOTCH3, KLF2P1, MFAP2***	***NOTCH3, B4GALNT1, ZNF865***
qNorm + GLM + Decision Tree	*NOTCH3, KLF2P1*	*NOTCH3, PTOV1, GTF3C5*
vNorm + GLM + Decision Tree	*NOTCH3, KLF2P1*	*NOTCH3, SNAPC2*
Biosigner (PLSDA)	*NOTCH3, RP4-782L23.2*	*NOTCH3, SNAPC2*
Biosigner (Random Forest)	*NOTCH3, RP4-782L23.2, SEMA3B-AS1*	*NOTCH3*
Biosigner (SVM)	No signature or A-tier genes were found in the final model	*NOTCH3, SNAPC2, ILDR1, C1QL3*

### Performance Evaluation of Models Using Transcriptomics Data

The results of the decision tree performance measures on the transcriptomics dataset using all genes are presented in **Table 5**. 

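Without GLM, the trees classified more samples correctly on protein-coding genes than on all genes: 28 against 21 of the 38 samples with TMM, 20 against 12 with qNorm and 28 against 25 with vNorm. With the genes selected by GLM on all 38 samples, 34 samples were correct on each gene set with TMM, 30 (protein-coding) against 26 (all) with qNorm, and 31 against 30 with vNorm. The genes called on the all-gene set include KLF2P1, which is not protein-coding and was used in its trees after GLM.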

We observed that the models using all genes performed better than the models using protein-coding genes. This is mainly because, in case of all genes, the models took the benefit of using genes that are not protein-coding. When the decision tree was created on three different normalized data (TMM, qNorm, and vNorm), the model tends to perform better on the TMM data. 

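On all genes without GLM, the trees grown here had an accuracy of 55.3% with TMM (95% interval 39.7% to 69.8%), 31.6% with qNorm (19.1% to 47.5%) and 65.8% with vNorm (49.9% to 78.8%). The intervals of TMM and vNorm overlap. Among the W-coded samples alone the accuracies were 38.5% with TMM, 73.1% with qNorm and 69.2% with vNorm, where the larger group makes up 61.5% of the samples. With a CART tree in place of the C4.5-type tree they were 42.1%, 42.1% and 52.6%.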

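In the leave-one-out classification with TMM on all genes, 9 of the 16 endometriosis samples were classified correctly, a sensitivity of 56.2%, and 12 of the 22 controls, a specificity of 54.5%. With a CART tree these were 3 of 16 and 13 of 22.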

The “TMM + Decision Tree” experiment achieved the accuracy of 71.1%, with sensitivity of 68.8%, specificity of 72.7%, and precision of 64.7%. The F_1_ score of the “TMM + Decision Tree” experiment is 0.677, MCC is 0.412, and AUC is 0.665. We also applied the GLM technique on the 14,154 genes and identified 28 DEGs: five genes were upregulated, and 23 genes were down regulated. 

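The genes called by the likelihood ratio test on all 38 samples were given to the trees, and the same samples were compared with and without this selection by the exact McNemar test, adjusted over 6 comparisons (3 normalizations and 2 gene sets). On all genes with TMM, 14 samples became correct and 1 became wrong (p = 0.000977, adjusted p = 0.00293). With qNorm 15 became correct and 1 became wrong (exact test, p = 0.000519, adjusted p = 0.00293), and with vNorm 9 became correct and 4 became wrong (exact test, p = 0.267, adjusted p = 0.32). The left-out sample takes part in this selection. When the genes were selected within each leave-one-out fold, without the left-out sample, 8 became correct and 6 became wrong with TMM (exact test, adjusted p = 0.949), 13 and 3 with qNorm (exact test, adjusted p = 0.128), and 4 and 9 with vNorm (exact test, adjusted p = 0.453). The folds selected between 8 and 88 genes, with a median of 18.5.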

When the decision tree was created using those 28 DEGs, the performance measures improved significantly on all three different normalized data (TMM, qNorm, and vNorm). Among these experiments, the “TMM + GLM + Decision Tree” experiment achieved the best performance followed by the “qNorm + GLM + Decision Tree” experiment that achieved the second best performance. 

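With the genes selected on all 38 samples, the accuracy on all genes was 89.5% with TMM (95% interval 75.9% to 95.8%), 78.9% with vNorm (63.7% to 88.9%) and 68.4% with qNorm (52.5% to 80.9%). The 3 intervals overlap. With the genes selected within each fold, the accuracies were 60.5% (44.7% to 74.4%), 52.6% (37.3% to 67.5%) and 57.9% (42.2% to 72.2%) in the same order.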

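The “TMM + GLM + Decision Tree” model grown here classified 13 of the 16 endometriosis samples and 21 of the 22 controls correctly. With the genes selected within each fold these were 7 and 16. With a CART tree on the genes selected on all samples they were 12 and 16, an accuracy of 73.7%. With the gene of the quasi-likelihood test as the only input, 0 endometriosis samples and 21 controls were correct. That gene was MTND6P4, whose endometriosis CPM came mostly from 1 library. Trees grown and tested on the 26 W-coded samples, with the genes selected on all 38, classified 8 of the 16 endometriosis samples and 5 of the 10 controls correctly, an accuracy of 50.0%.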

The “TMM + GLM + Decision Tree” experiment achieved the accuracy of 89.5%, with sensitivity of 81.3%, specificity of 95.5%, and precision of 92.9%. The F_1_ score of the “TMM + GLM + Decision Tree” experiment is 0.867, MCC is 0.785, and AUC is 0.92. **Table 3** presents the decision tree model that was created using the “TMM + GLM + Decision Tree” experiment.

**Table 5:** Performance measures using transcriptomics data by leave-one-out cross-validation.

Gene feature set	Experiment name	Accuracy	Sensitivity	Specificity	Precision	F_1_ score	MCC	AUC
All	TMM + Decision Tree	0.711	0.688	0.727	0.647	0.667	0.412	0.665
All	qNorm + Decision Tree	0.184	0.000	0.318	0.000	NA	−0.689	0.239
All	vNorm + Decision Tree	0.553	0.188	0.818	0.429	0.261	0.007	0.205
All	**TMM + GLM + Decision Tree**	**0.895**	**0.813**	**0.955**	**0.929**	**0.867**	**0.785**	**0.920**
All	qNorm + GLM + Decision Tree	0.842	0.750	0.909	0.857	0.800	0.675	0.820
All	vNorm + GLM + Decision Tree	0.684	0.375	0.909	0.750	0.500	0.344	0.810
All	**Biosigner (PLSDA)**	**0.737**	**0.864**	**0.563**	**0.731**	**0.792**	**0.453**	**NA**
All	Biosigner (Random Forest)	0.447	0.455	0.438	0.526	0.488	-0.107	NA
All	Biosigner (SVM)	0.553	0.636	0.438	0.609	0.622	0.075	NA
Protein-Coding	TMM + Decision Tree	0.711	0.625	0.773	0.667	0.645	0.402	0.611
Protein-Coding	qNorm + Decision Tree	0.421	0.125	0.636	0.200	0.154	−0.268	0.554
Protein-Coding	vNorm + Decision Tree	0.263	0.125	0.364	0.125	0.125	−0.511	0.239
Protein-Coding	**TMM + GLM + Decision Tree**	**0.842**	**0.625**	**1.000**	**1.000**	**0.769**	**0.701**	**0.625**
Protein-Coding	qNorm + GLM + Decision Tree	0.763	0.563	0.909	0.818	0.667	0.513	0.577
Protein-Coding	vNorm + GLM + Decision Tree	0.763	0.563	0.909	0.818	0.667	0.513	0.573
Protein-Coding	**Biosigner (PLSDA)**	**0.763**	**0.955**	**0.500**	**0.724**	**0.824**	**0.528**	**NA**
Protein-Coding	Biosigner (Random Forest)	0.447	0.500	0.375	0.524	0.512	−0.124	NA
Protein-Coding	Biosigner (SVM)	0.605	0.591	0.625	0.684	0.634	0.213	NA

The best model with corresponding performance measures in each subgroup of experiment is presented in bold text.

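On protein-coding genes without GLM, the accuracy was 73.7% with TMM (95% interval 57.99% to 85.03%), 52.6% with qNorm (37.3% to 67.5%) and 73.7% with vNorm (57.99% to 85.03%). With TMM, 11 of the 16 endometriosis samples and 17 of the 22 controls were correct. Among the W-coded samples alone the accuracies were 53.8%, 65.4% and 69.2% in the same order. With a CART tree they were 60.5%, 26.3% and 55.3%. When voom was run on TMM library sizes in place of total counts, the accuracy with vNorm was 52.6%.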

For the experiments using only the protein-coding genes, the decision tree model tends to perform better on the TMM data. This is consistent with the experiments using all genes. The “TMM + Decision Tree” experiment achieved the accuracy of 71.1%, with sensitivity of 62.5%, specificity of 77.3%, and precision of 66.7%. The F_1_ score of the “TMM + Decision Tree” experiment is 0.645, MCC is 0.402, and AUC is 0.611. We also applied the GLM technique on the 11,687 protein-coding genes and identified 11 protein-coding genes that were differentially expressed in which one gene was upregulated and 10 genes were downregulated. 

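On protein-coding genes, the trees on the genes selected by GLM on all 38 samples were compared with the trees without GLM. With TMM 8 samples became correct and 2 became wrong (exact McNemar test, p = 0.109, adjusted p = 0.164 over the 6 comparisons). With qNorm 12 became correct and 2 became wrong (exact test, adjusted p = 0.0259), and with vNorm 5 became correct and 2 became wrong (exact test, adjusted p = 0.453). When the genes were selected within each fold, more samples became wrong than correct: 10 against 5 with TMM (exact test, adjusted p = 0.453), 7 against 6 with qNorm (exact test, adjusted p = 1) and 9 against 3 with vNorm (exact test, adjusted p = 0.438). The folds selected between 3 and 39 protein-coding genes, with a median of 12.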

When the decision tree was created using those 11 protein-coding DEGs, the performance measures improved significantly on all three different normalized data (TMM, qNorm, and vNorm). This is also consistent with the experiments using all genes. Among these experiments, the “TMM + GLM + Decision Tree” experiment achieved the best performance, which is 84.2% accuracy, 62.5% sensitivity, 100% specificity, and 100% precision. 

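The trees grown here on the protein-coding genes selected by GLM on all samples had accuracies of 89.5% with TMM, 78.9% with qNorm and 81.6% with vNorm, with overlapping 95% intervals (75.9% to 95.8%, 63.7% to 88.9% and 66.6% to 90.8%). With TMM, 12 of the 16 endometriosis samples and 22 of the 22 controls were correct. With voom on TMM library sizes, vNorm reached 89.5% as well. With the genes selected within each fold the accuracies were 60.5%, 50.0% and 57.9%, and 15 of the 22 controls were correct with TMM.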

The F_1_ score of the “TMM + GLM + Decision Tree” experiment is 0.769, MCC is 0.701, and AUC is 0.625. **Table 3** presents the decision tree model that was created using the “TMM + GLM + Decision Tree” experiment; the model shows the gene names that were identified in the decision tree models differentiating endometriosis vs. control.

**Table 5** presents the Biosigner performance measures that were computed using the leave-one-out cross-validation approach. For both groups of results (all vs. protein-coding genes), the best performance was observed using the PLSDA model. For all genes, the PLSDA achieved the accuracy of 73.7%, sensitivity of 86.4%, specificity of 56.3%, precision of 73.1%, F_1_ score of 0.792%, and MCC of 0.453. For the protein-coding genes, the PLSDA achieved the accuracy of 76.3%, sensitivity of 95.5%, specificity of 50.0%, precision of 72.4%, F_1_ score of 0.824, and MCC of 0.528. The performance measures for random forest and SVM are significantly lower in comparison with those for PLSDA using all genes. However, SVM has a higher specificity than PLSDA and random forest using protein-coding genes.

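PLSDA without the signature step of Biosigner classified 10 of the 16 endometriosis samples and 13 of the 22 controls correctly on all genes, and 8 and 14 on protein-coding genes. Of the 3 classifiers it had the highest accuracy on both gene sets over all 38 samples without gene selection, with intervals that overlap those of random forest and SVM. Among the 26 W-coded samples it classified 9 endometriosis samples and 1 of the 10 controls correctly on all genes, and 11 and 1 on protein-coding genes. In these samples PLSDA had the lowest accuracy of the 3 on all genes, 38.46% against 53.85% for random forest and 46.15% for SVM. It was also the lowest on protein-coding genes, 46.15% against 57.69% and 50.0%.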

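On all genes, random forest with 500 trees classified 3 of the 16 endometriosis samples and 14 of the 22 controls correctly, and SVM classified 7 and 12. On protein-coding genes these were 4 and 14 for random forest and 6 and 13 for SVM. Among the W-coded samples on all genes, random forest called 0 of the 10 controls and 14 of the 16 endometriosis samples correctly, and SVM 1 and 11.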

A bar chart comparison of accuracy, sensitivity, and specificity for experiments using all genes is presented in **Figure 3**. In this scenario, the “TMM + Decision Tree” experiment has a balanced accuracy, sensitivity, and specificity but does not outperform all of the experiments. 

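Among the experiments run here on all genes, “TMM + GLM + Decision Tree” had the most samples correct, followed by “vNorm + GLM + Decision Tree”. The tree models after GLM used genes selected on all 38 samples, while PLSDA, random forest and SVM used all filtered genes. When those classifiers were given the same selected genes, PLSDA reached 86.8% (95% interval 72.7% to 94.2%), SVM 86.8% and random forest 81.6%. With genes selected within each fold they reached 63.2% (47.3% to 76.6%), 57.9% and 47.4%.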

The “TMM + GLM + Decision Tree” experiment produced the highest accuracy, specificity, and precision among all the experiments and outperformed all of the experiments by F_1_ score and MCC. A bar chart comparison of accuracy, sensitivity, and specificity for experiments using the protein-coding genes is presented in **Figure 4**. In this scenario, the SVM in Biosigner has a balanced accuracy, sensitivity, and specificity but does not outperform all of the experiments. The PLSDA in Biosigner achieved the best sensitivity and F_1_ score but has a poor specificity. 

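On the protein-coding genes selected by GLM on all 38 samples, PLSDA and SVM classified 89.5% of the samples correctly and random forest 78.9%, against 89.5% for the tree with TMM on the same genes. Selected within each fold, these genes gave 60.5% with PLSDA, 60.5% with SVM and 52.6% with random forest.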

The “TMM + GLM + Decision Tree” experiment produced the highest accuracy, specificity, and precision among all of the experiments and outperformed all experiments based on MCC. In both scenarios (all vs. protein-coding genes), GLM was useful for improving the overall performance in case of the decision tree application.

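Over the 6 comparisons, the gain from GLM with genes selected on all samples was between 7.89 and 36.8 percentage points, and 3 gains had an adjusted p under 0.05 (exact McNemar test). With genes selected within each fold the change was between -15.8 and 26.3 percentage points, 0 of the 6 had an adjusted p under 0.05, and the unadjusted p was under 0.05 for qNorm on all genes only (exact test, p = 0.0213). NOTCH3 was among the selected genes in 33 of the 38 folds on all genes and in 28 on protein-coding genes. The paper applied GLM on the whole dataset, and it concludes from the improved performance measures of the tree models after GLM that GLM was useful.

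**Figure D2:**
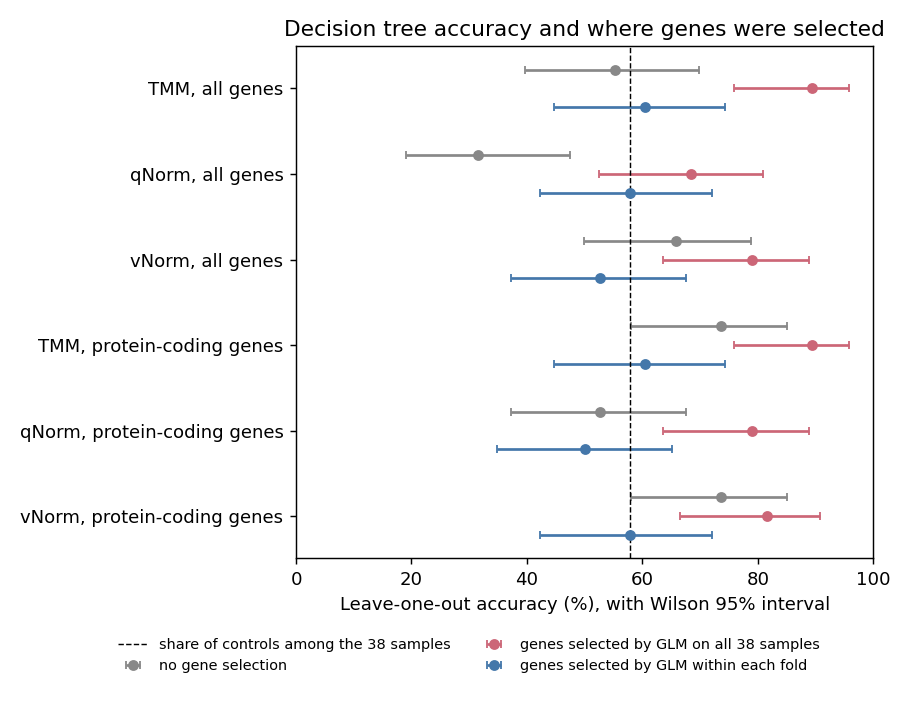
Leave-one-out accuracy in percent (horizontal axis) of decision trees for 3 normalizations and 2 gene sets, without gene selection (grey), with genes selected by GLM on all 38 samples (red) and with genes selected by GLM within each fold (blue). Points are accuracies, bars are Wilson 95% intervals and the dashed line is the share of controls among the samples, 57.9%; every red point lies to the right of the grey and blue points of its row.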

**Figure 3:**
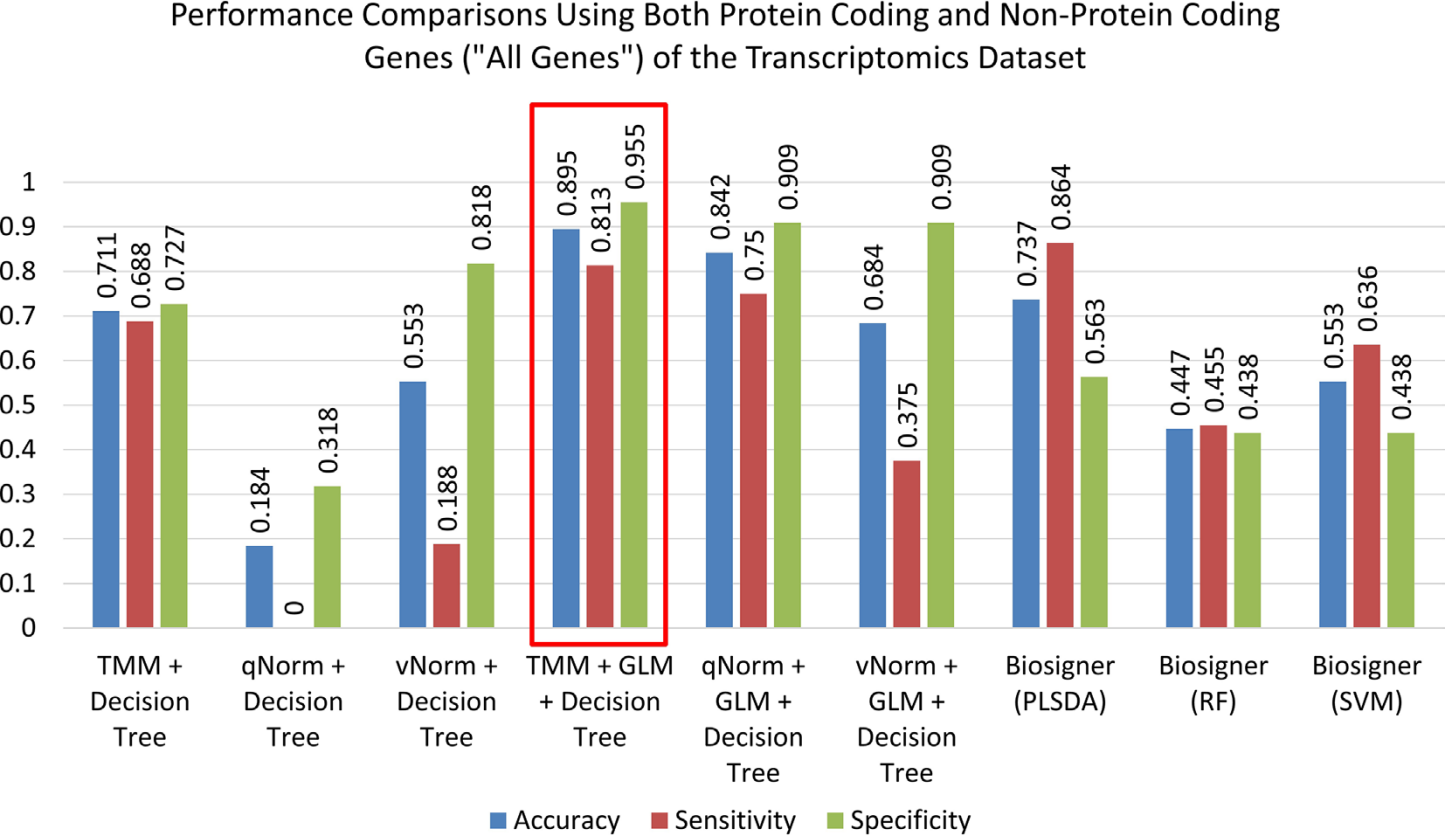
Performance comparisons using both protein-coding and nonprotein-coding genes (“all genes”) of the transcriptomics dataset.

**Figure 4:**
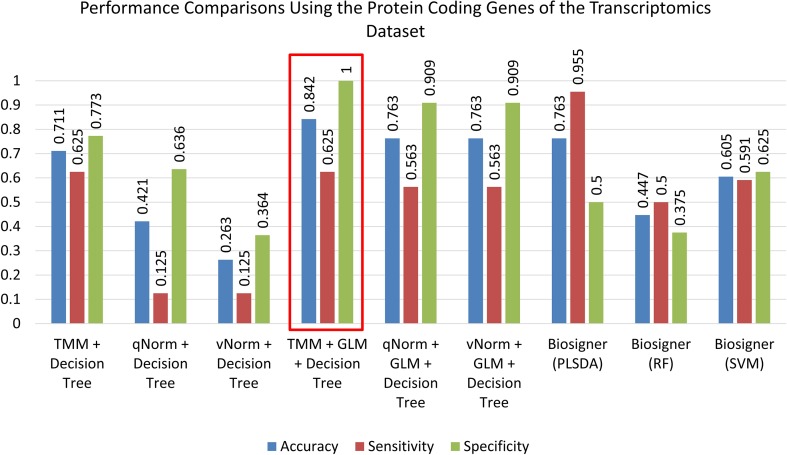
Performance comparisons using the protein-coding genes of the transcriptomics dataset.

### Decision Tree Results Using Methylomics Data

For the six decision tree experiments using the methylomics dataset, we used 2,577,382 methylated regions in these experiments. **Table 6** presents the decision tree models from different experiments. The methylated regions of interest (MROI) were extracted from the decision tree models, and the nearby genes of those MROIs were extracted using the process described in the Methods section. All the MROIs and nearby genes are presented in **Table 7**. Among those 17 MROIs, eight regions were differentially methylated and hypo-methylated. We found eight nearby genes of those 17 MROIs within the distance of 10,000 bp, in which five genes are protein-coding (e.g., *MFSD14B*, *RASSF2*, *TRPM6*, *TNIP2*, and *FGD3*), two genes are lincRNA (e.g., *RP11-734K21.4* and *RP3-522J7.6*), and one is pseudogene (e.g., *RPL37AP1*). Also, the MROIs related to five genes (e.g., *MFSD14B*, *RASSF2*, *RP11-734K21.4*, *RP3-522J7.6*, and *TNIP2*) were found upstream and three genes (e.g., *RPL37AP1*, *TRPM6*, and *FGD3*) overlapped with the regions. **Figure 5** presents the gene–gene interaction network comprising all the nearby genes of the MROIs identified by the decision tree models. GeneMANIA predicted many genes that are closely related to the query genes. The gene interaction network includes physical interaction network (weight 67.64), co-expression network (weight 13.50), predicted functional relationships between genes (weight 6.35), co-localization network (6.17), pathway network (weight 4.35), genetic interaction network (weight 1.40), and shared protein domain network (weight 0.59). Some of the top gene ontologies from the functional enrichment analysis include regulation of endothelial cell apoptotic process, toll-like receptor signaling pathway, innate immune response-activating signal transduction, Fc receptor signaling pathway, and regulation of I-kappaB kinase/NF-kappaB signaling. More detail is presented in the **Supplementary Table 1**.

**Table 6:** Decision tree models using methylomics data.

Experiment Name	Tree Model
TMM + Decision Tree	chr2_147728001_147729000 <= 1.207401::...chr10_132354001_132355000 <= 1.41709: endometriosis (2): chr10_132354001_132355000 > 1.41709: control (22)chr2_147728001_147729000 > 1.207401::...chr1_35106001_35107000 <= 1.102261: :...chr1_20862001_20863000 <= 0.1675461: endometriosis (2) : chr1_20862001_20863000 > 0.1675461: control (11) chr1_35106001_35107000 > 1.102261: :...chr22_16562001_16563000 <= 0.286556: control (2) chr22_16562001_16563000 > 0.286556: endometriosis (38)
qNorm + Decision Tree	chr9_94372001_94373000 > 5.356569::...chr1_3182001_3183000 <= 5.492207: endometriosis (2): chr1_3182001_3183000 > 5.492207: control (22)chr9_94372001_94373000 <= 5.356569::...chr1_2908001_2909000 > 5.999371: control (7) chr1_2908001_2909000 <= 5.999371: :...chr16_37922001_37923000 <= 4.049325: control (5) chr16_37922001_37923000 > 4.049325: endometriosis (41/1)
vNorm + Decision Tree	chr9_94372001_94373000 > 1.435922::...chr1_3182001_3183000 <= 1.56803: endometriosis (2): chr1_3182001_3183000 > 1.56803: control (22)chr9_94372001_94373000 <= 1.435922::...chr1_2908001_2909000 > 2.063281: control (7) chr1_2908001_2909000 <= 2.063281: :...chr16_37922001_37923000 <= 0.1332516: control (5) chr16_37922001_37923000 > 0.1332516: endometriosis (41/1)
TMM + GLM + Decision Tree	chr9_92948001_92949000 > 0.1864191: control (19/1)chr9_92948001_92949000 <= 0.1864191::...chr2_9142001_9143000 > 0.515642: control (8) chr2_9142001_9143000 <= 0.515642: :...chr4_2757001_2758000 > 0.9228122: control (5) chr4_2757001_2758000 <= 0.9228122: :...chr22_49841001_49842000 <= 1.252199: endometriosis (41/1) chr22_49841001_49842000 > 1.252199: control (4/1)
**qNorm + GLM + Decision Tree**	chr9_74884001_74885000 <= 4.534801::...chr20_4827001_4828000 <= 4.961341: endometriosis (30): chr20_4827001_4828000 > 4.961341: control (5/1)chr9_74884001_74885000 > 4.534801::...chr10_71353001_71354000 > 4.124296: control (29/1) chr10_71353001_71354000 <= 4.124296: :...chr20_44466001_44467000 <= 5.021993: endometriosis (10) chr20_44466001_44467000 > 5.021993: control (3)
**vNorm + GLM + Decision Tree**	chr9_74884001_74885000 <= 0.280641::...chr20_4827001_4828000 <= 0.7003891: endometriosis (30): chr20_4827001_4828000 > 0.7003891: control (5/1)chr9_74884001_74885000 > 0.280641::...chr10_71353001_71354000 > -0.1261655: control (29/1) chr10_71353001_71354000 <= -0.1261655: :...chr20_44466001_44467000 <= 0.7601537: endometriosis (10) chr20_44466001_44467000 > 0.7601537: control (3)

**Table 7:** Methylated regions of interest (MROI) and candidate biomarker genes from methylomics analysis.

Experiment name	Methylated regions of interest (MROI)	Nearby gene names
TMM + Decision Tree	chr2_147728001_147729000, chr10_132354001_13235500, chr1_35106001_35107000, chr1_20862001_20863000, chr22_16562001_16563000	Not found
qNorm + Decision Tree	chr9_94372001_94373000, chr1_3182001_3183000, chr1_2908001_2909000, chr16_37922001_37923000	*MFSD14B*
vNorm + Decision Tree	chr9_94372001_94373000, chr1_3182001_3183000, chr1_2908001_2909000, chr16_37922001_37923000	*MFSD14B*
TMM + GLM + Decision Tree	chr9_92948001_92949000, chr2_9142001_9143000, chr4_2757001_2758000, chr22_49841001_49842000	*RP11-734K21.4, RP3-522J7.6, TNIP2, FGD3*
**qNorm + GLM + Decision Tree**	**chr9_74884001_74885000, chr20_4827001_4828000, chr10_71353001_71354000, chr20_44466001_44467000**	***RPL37AP1, RASSF2, TRPM6***
**vNorm + GLM + Decision Tree**	**chr9_74884001_74885000, chr20_4827001_4828000, chr10_71353001_71354000, chr20_44466001_44467000**	***RPL37AP1, RASSF2, TRPM6***
Biosigner (PLSDA)	chr7_5111001_5112000, chr5_29429001_29430000, chr22_49841001_49842000	*RP3-522J7.6*, *OR10AH1P*
Biosigner (Random Forest)	chr11_2027001_2028000, chr2_147728001_147729000, chr9_74884001_74885000	*TRPM6*
Biosigner (SVM)	chr18_17526001_17527000, chr4_186970001_186971000, chr4_189277001_189278000	Not found

The best model is presented in bold text.

**Figure 5:**
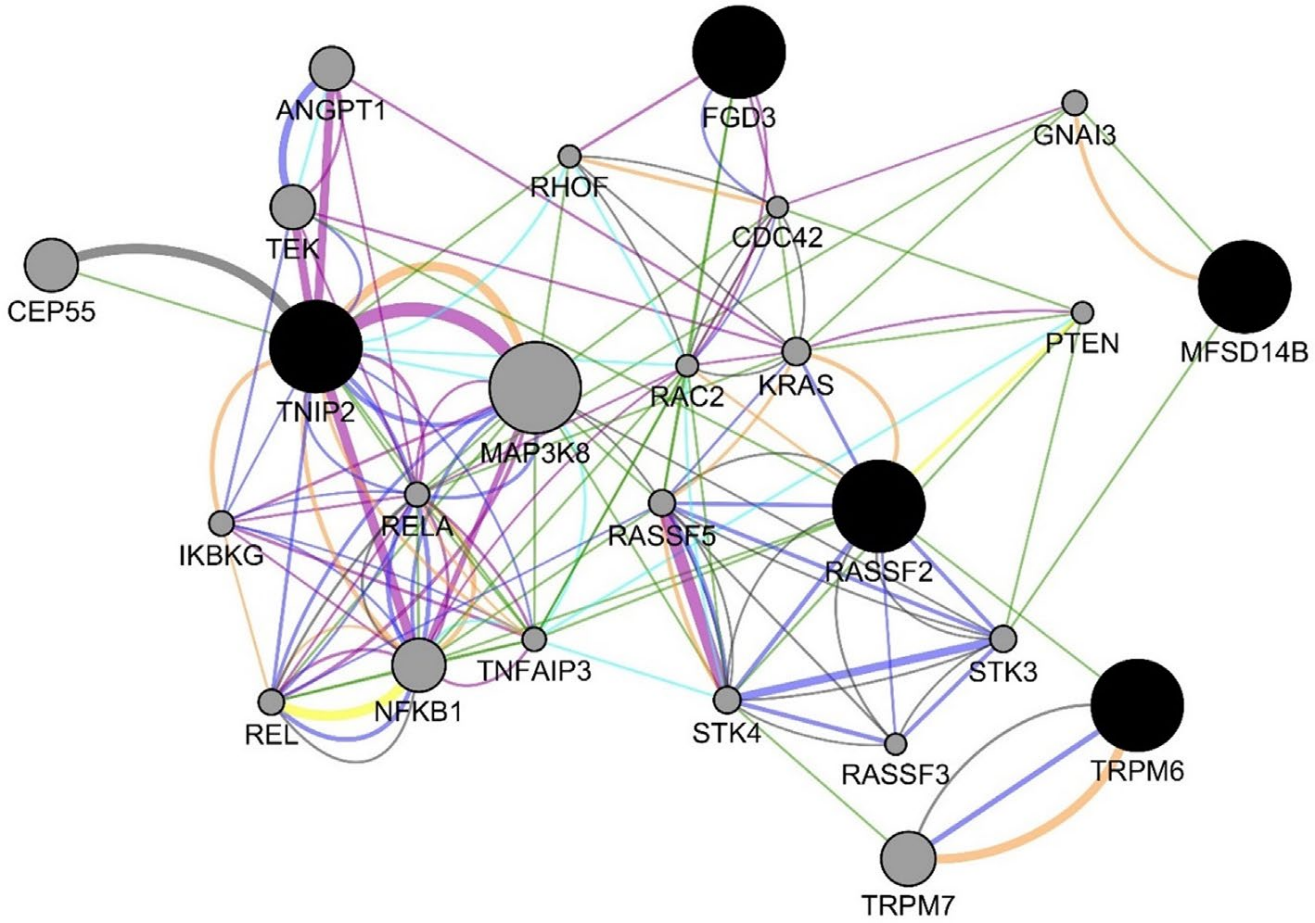
Gene interaction network among the genes from the decision tree models using the methylomics data. The blue, green, orange, teal, purple, yellow, and gray edges represent various GeneMANIA networks: physical interaction network (weight 67.64), co-expression network (weight 13.50), predicted functional relationships between genes (weight 6.35), co-localization network (6.17), pathway network (weight 4.35), genetic interaction network (weight 1.40), and shared protein domain network (weight 0.59), respectively.

### Biosigner Results Using Methylomics Data

We applied the Biosigner algorithm on 2,577,382 methylated regions. As the input of the Biosigner algorithm, we used the TMM normalized data as the methylation expression data. The Biosigner algorithm constructed three different models: PLSDA, random forest, and SVM. **Figure 6** presents the tier plot of the methylated regions (here, S = signature genes; A–E = A is a higher tier gene and E is a lower tier genes). Biosigner identified nine methylated regions as the potential set of biomarkers. The MROIs (*n = 9*) were extracted from the Biosigner models, and the nearby genes of those MROIs were extracted using the experiments described in the *Methods* section. Among those nine MROIs, four regions were differentially methylated (three hypo-methylated and one hyper-methylated). We found three genes (see **Table 7**) within the distance of 10,000 bp from those nine MROIs, in which one gene is protein-coding (e.g., *TRPM6*), one is lincRNA (e.g., *RP3-522J7.6*), and one is pseudogene (e.g., *OR10AH1P*). Also, the MROIs related to two genes (e.g., *RP3-522J7.6* and *OR10AH1P*) were found upstream and one (e.g., *TRPM6*) overlapped with the regions. We compared the genes found from the decision tree and the Biosigner experiments and found two common genes (e.g., *TRPM6* and *RP3-522J7.6*).

**Figure 6:**
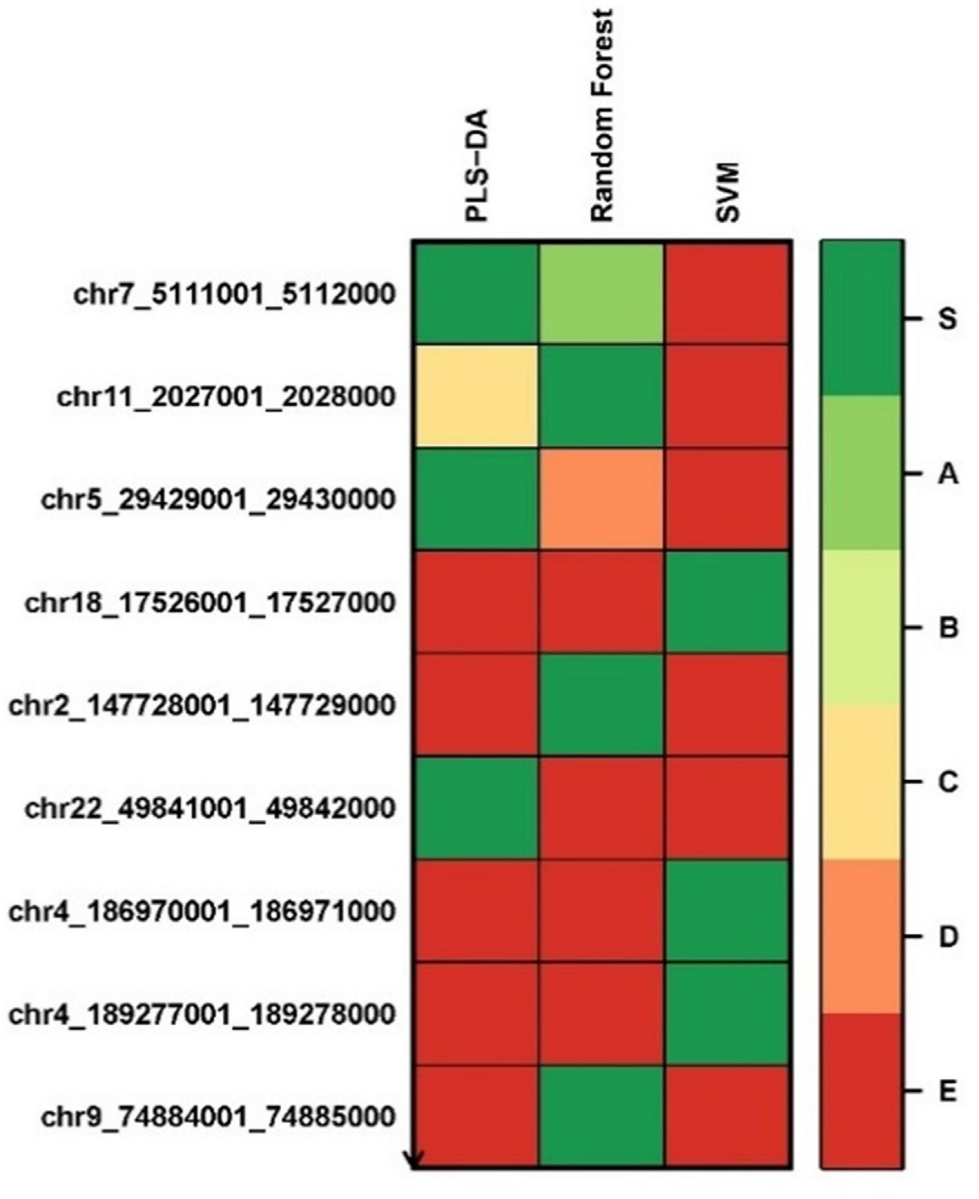
Methylated region tier plot from biosigner using methylomics data; S, signature genes; A–E=A is a higher tier, and E is a lower tier.

### Performance Evaluation of Models Using Methylomics Data

The experimental results of the decision tree performance measures on the methylomics dataset are presented in **Table 8**. When the decision tree was created on three different normalized data (TMM, qNorm, and vNorm), the model tends to perform better on TMM normalization. The “TMM + Decision Tree” experiment achieved the accuracy of 40.3%, with sensitivity of 52.4%, specificity of 25.7%, and precision of 45.8%. The F_1_ score of the “TMM + Decision Tree” experiment is 0.489, MCC is −0.225, and AUC is 0.414. We also applied the differential analysis using GLM on the 2,577,382 methylated regions and identified 365 DMRs. When the decision tree was created using those 365 DMRs, the performance measures improved significantly on all three different normalized data. Among these experiments, both “qNorm + GLM + Decision Tree” and “vNorm + GLM + Decision Tree” experiments achieved the best performance. These experiments achieved the accuracy of 77.9%, with sensitivity of 76.2%, specificity of 80.0%, and precision of 82.1%. The F_1_ score of these experiments is 0.790, MCC is 0.560, and AUC is 0.721.

**Table 8:** Performance measures using methylomics data by leave-one-out cross-validation.

Experiment name	Accuracy	Sensitivity	Specificity	Precision	F_1_ score	MCC	AUC
**TMM + Decision Tree**	**0.403**	**0.524**	**0.257**	**0.458**	**0.489**	**−0.225**	**0.414**
qNorm + Decision Tree	0.364	0.405	0.314	0.415	0.410	−0.280	0.199
vNorm + Decision Tree	0.403	0.405	0.400	0.447	0.425	−0.194	0.233
TMM + GLM + Decision Tree	0.714	0.714	0.714	0.750	0.732	0.427	0.679
**qNorm + GLM + Decision Tree**	**0.779**	**0.762**	**0.800**	**0.821**	**0.790**	**0.560**	**0.721**
**vNorm + GLM + Decision Tree**	**0.779**	**0.762**	**0.800**	**0.821**	**0.790**	**0.560**	**0.721**
**Biosigner (PLSDA)**	**0.688**	**0.600**	**0.762**	**0.677**	**0.636**	**0.367**	**NA**
Biosigner (Random Forest)	0.429	0.314	0.524	0.355	0.333	−0.164	**NA**
Biosigner (SVM)	0.519	0.400	0.619	0.467	0.431	0.019	**NA**

The best model with corresponding performance measures in each subgroup of experiment is presented in bold text.

**Table 8** presents the Biosigner performance measures that were computed using the leave-one-out cross-validation approach. The best performance was observed using the PLSDA model, with accuracy of 68.8%, sensitivity of 60.0%, specificity of 76.2%, precision of 67.7%, F_1_ score of 0.636%, and MCC of 0.367. The performance measures for random forest and SVM are significantly lower in comparison with those for PLSDA.

A bar chart comparison of accuracy, sensitivity, and specificity for experiments using the methylomics dataset is presented in **Figure 7**. The “qNorm + GLM + Decision Tree” and “vNorm + GLM + Decision Tree” experiments have a balanced accuracy, sensitivity, and specificity and outperform all of the experiments. Both the “qNorm + GLM + Decision Tree” and “vNorm + GLM + Decision Tree” experiments produced the highest accuracy, sensitivity, and specificity among all the experiments and outperformed all of the experiments by F_1_ score, and MCC. GLM was useful for improving the overall performance in case of decision tree application.

**Figure 7:**
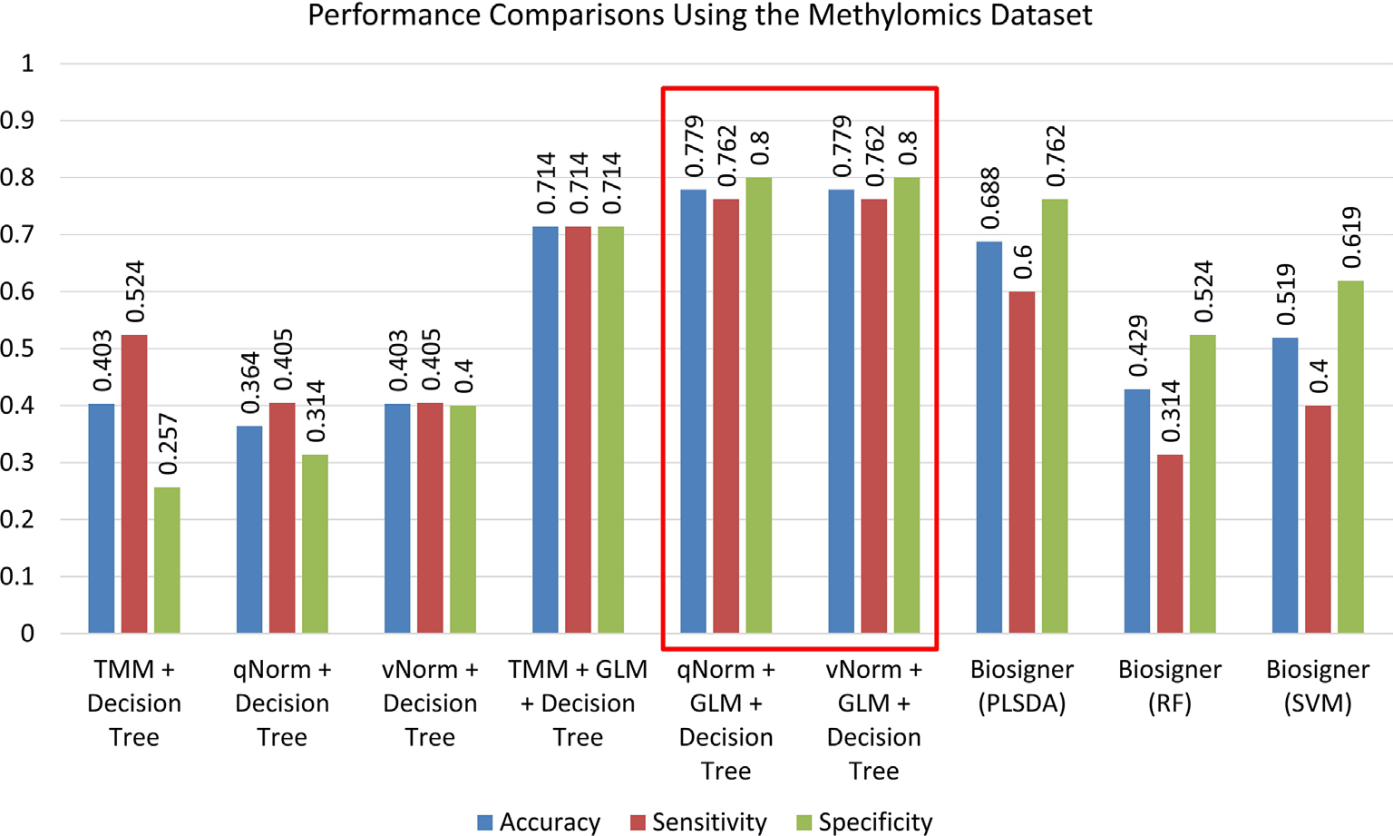
Performance comparisons using the methylomics dataset.

## Discussion

This work achieves the aim of broadly assessing how well the supervised machine learning classifiers perform in classifying endometriosis vs. control samples using the whole genome next generation transcriptomics data and methylomics data as well as facilitate identifying candidate biomarker genes. Since the machine learning training process is a data-driven approach, we wanted to assess multiple aspects by various experiments and several important conclusions were made.

First, we evaluated three different normalization techniques. We found that the performance of machine learning classifiers varied depending on the normalization techniques, but the choice of normalization should be based on the type of dataset. 

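The input that voom is given moved the accuracy of the vNorm trees beyond the 95% interval of the main value only without GLM. On all genes without GLM the main accuracy was 65.8% (49.9% to 78.8%). It was 55.3% with TMM library sizes in voom and 31.6% with quantile normalization, a setting chosen after seeing the data. On protein-coding genes without GLM it was 73.7% (57.99% to 85.03%), and 52.6% with each of these inputs. On all genes after GLM, the main accuracy was 78.9% (63.7% to 88.9%). It was 84.2% (69.6% to 92.6%) with TMM library sizes and 68.4% with quantile normalization. On protein-coding genes after GLM the main accuracy was 81.6% (66.6% to 90.8%). It was 89.5% with TMM library sizes and 78.9% with quantile normalization, equal to that of qNorm. The root threshold that Table 3 gives for NOTCH3 in “vNorm + GLM + Decision Tree” on all genes placed 10 endometriosis samples and 0 controls at or under it with voom on total counts, and 12 and 1 with quantile normalization in voom. On protein-coding genes, the root threshold of the vNorm trees in Table 3 placed 12 and 6 with total counts, and 12 and 3 with quantile normalization.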

For the endometriosis classification task, our experiment revealed that TMM normalization performed the best for the transcriptomics dataset, and both qNorm and vNorm performed the best for the methylomics dataset. This finding is consistent with the results demonstrated by the study on comparing normalization techniques using transcriptomics data (Lin et al., 2016).

Second, the differential analysis using the GLM is an established method for identifying the DEGs from the transcriptomics datasets and for identifying the DMRs from the methylomics datasets. We used GLM in combination with decision tree. We found that GLM was useful for improving the performance of decision tree models.

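Within the W-coded samples, trees on the genes selected by GLM on all 38 samples had accuracies of 53.8% with qNorm and 50.0% with vNorm on all genes, and 57.7%, 50.0% and 57.7% with TMM, qNorm and vNorm on protein-coding genes. The larger group makes up 16 of these 26 samples.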

Third, candidate biomarker genes can be extracted from the machine learning models. From the transcriptomics analysis, *NOTCH3* has been identified as a candidate biomarker by all of the methods, which is a protein-coding gene and found to be differentially expressed and downregulated. 

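In the likelihood ratio test on all genes, NOTCH3 had a log2 fold change of -1.38 (standard error 0.367, adjusted p = 0.0256). Its level was 1.64 ± 0.655 CPM (SD, n = 22) in the controls and 0.554 ± 0.721 CPM (SD, n = 16) in endometriosis. The two-sided permutation test of the mean log2 CPM gave p = 1e-05, the smallest the 100000 resamples can give, but this is not independent evidence because the study chose the gene on these samples. With the quasi-likelihood F test the adjusted p was 0.136, and with the code series as a covariate in the likelihood ratio test it was 0.884 for a log2 fold change of -1.32. It stayed under 0.05 with limma voom (0.0269, the gene called by voom), with robust dispersions and with RLE size factors. The same held with the first principal component as a covariate (0.0446). With a block on the number in the sample label the adjusted p was 0.0118. That fit leaves out the controls numbered above 16, all W-coded, and the numbers do not pair the samples. It is therefore no check on the code series. The adjusted p was above 0.05 with library size alone (0.0777) and with no filter (0.107). Among settings chosen after the data were seen, it was 0.127 after a GC content correction of each library (log2 fold change -1.22). With stepwise common and tagwise dispersions it was 0.0603, with estimateDisp without the design 0.294, and with stepwise common, trended and tagwise dispersions 0.0314. In 13.1% of the pairs of an endometriosis sample and a control, the endometriosis sample was the higher one. No annotated gene overlaps the exons of NOTCH3 on the opposite strand, and a GC content of 63.0% places it above the median of the filtered genes, 48.4%. The paper states that its methods identified NOTCH3 as a candidate biomarker and describes its lower level in endometriosis beside this.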

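Of the 12 trees grown here, 11 had NOTCH3 at the root. The exception was “vNorm + Decision Tree” on all genes, which split first on TNFRSF14-AS1 and then on SRF. The thresholds at the root of the qNorm trees were 1.74 on all genes and 1.83 on protein-coding genes quantile-normalized reads.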

In all the variations of the decision tree experiments in this work, *NOTCH3* was chosen as the primary differentiating criteria (root node). Recent studies recommend that *NOTCH3* signaling may play a major role in oncogenesis, tumor maintenance, and resistance to chemotherapy (Aburjania et al., 2018). Prior study also reported that dysregulation and decrease in *NOTCH* signaling pathway are associated with endometriosis (Su et al., 2015; González-Foruria et al., 2017). *NOTCH3* has also been reported as a major driver for breast cancer development (Braune et al., 2018). It plays an important role in maintaining the tumor phenotype in pancreatic ductal adenocarcinoma (PDAC) (Song et al., 2018), lung carcinogenesis (Su et al., 2018), and endometrial carcinoma (Mitsuhashi et al., 2012). Also, from the transcriptomics data analysis, *SNAPC2* was identified by the decision tree and Biosigner experiments. A recent genome-wide methylation study proposes *SNAPC2* as a biomarker for glioblastoma prediction (Ma et al., 2015). Other candidate biomarker genes are also reported to be associated with endometriosis and/or different types of cancers. Another study identified *B4GALNT1* to be related to endometrial cancer (Trimarchi et al., 2017). *GTF3C5* has been reported as differently expressed between endometrioid endometrial cancer and non-endometrioid endometrial cancer. *TMEM106B* was found upregulated in ectopic versus eutopic endometrium of women with endometriosis (Meola et al., 2010). *MFAP2* stimulates epithelial–mesenchymal transition in gastric cancer cells by activating *TGFβ signaling pathway* that supports survival and metastasis of endometrial cancer cells (Lei et al., 2009). *MFAP2* is also related to human endometrial receptivity (Díaz-Gimeno et al., 2011) and has been defined as biochemical pregnancy biomarkers (Fung et al., 2018). Other study found *MFAP2* as differentially expressed in severe vs. mild endometriosis (Fung et al., 2018). *SMAP2* was reported to be involved in microsatellite instability oncogenesis (Sangar et al., 2014). A recent study reported that overexpressed *PTOV1* plays a major role in tumorigenesis and progression of esophageal cancer (Li et al., 2017) and in prostate cancer (Benedit et al., 2001). *ZNF865* coordinates the functionality of cancer networks (Ghanat Bari et al., 2017). *DDB2* enhances tumorigenesis and different types of cancers (Romieu-Mourez et al., 2001; Barakat et al., 2010; Meola et al., 2010; Han et al., 2014). *ILDR1* was identified as a diagnostic marker for cancer progression (Hauge et al., 2004). Further details of these genes are provided in the **Supplementary Table 2**.

From the methylomics analysis, two genes (e.g., *TRPM6* and *RP3-522J7.6*) were identified by both the decision tree and Biosigner experiments. *TRPM6* is known to be related to two pathways (e.g., *CREB Pathway* and *Ion channel transport*) and associated with a disease named *Hypomagnesemia*. GO annotations of *TRPM6* include protein serine/threonine kinase activity and calcium channel activity. Serine/threonine kinase activity has been reported to be associated with endometriosis (Kao et al., 2003). *RP3-522J7.6* is a lincRNA. Methylomics analysis also revealed some other clinically significant genes. *RASSF2* is a tumor suppressor gene and was proposed as a novel methylation marker for screening several cancers (Cooper et al., 2008). *RASSF2* has been reported to be associated with ovarian endometriosis (Ren et al., 2014). The GO annotations related to *TNIP2* includes protein kinase binding and polyubiquitin modification-dependent protein binding. *TNIP2* is a hub protein in the NF-κB network (Banks et al., 2016), and NF-kB has an important role in the pathophysiology of endometriosis (Kaponis et al., 2012). *FGD3* was reported to be associated with six distinct breast cancer cohorts and four TCGA cancer cohorts and was proposed as an important clinical biomarker for cancers (Willis et al., 2017). *MFSD14B* is known as neuronal and affected by nutrient availability (Lekholm et al., 2017), and GO annotations include transporter activity. Three of the RAS-association domain family members (*RASSF2*, *RASSF3*, and *RASSF5*) were involved in the network analysis (**Figure 5**) using all methylomics decision tree models, which are known as tumor suppressor genes and epigenetically inactivated in different tumor types. *RASSF2* was reported to be associated with ovarian endometriosis, breast cancer, gastric cancer, and childhood acute lymphoblastic leukemia (Ren et al., 2014; Perez-Janices et al., 2015; Aydin et al., 2016; Singh et al., 2016) and has been proposed as a novel methylation marker for screening several cancers (Cooper et al., 2008). *RASSF3* is an oncogene and mutated in nearly one third of all human cancers. Somatic mutations and other genomic abnormalities were also found in patients with endometriosis that are associated in cancer development. *PTEN* is a tumor suppressor gene and mostly occurs in endometrial and ovarian cancers. Somatic mutations in the *PTEN* gene were identified in 20% ovarian endometrioid carcinomas, 8.3% clear cell carcinomas, and 20.6% solitary endometrial cysts (Sato et al., 2000). *KRAS* plays a role in promoting oncogenic events in colorectal cancer. Mutations in the *KRAS* gene were found in patients with endometriosis (Vestergaard et al., 2011; Anglesio et al., 2017). *MAP3K8* activation is critically involved in both inflammation and oncogenetic events (Vougioukalaki et al., 2011; Lee et al., 2015). *MAP3K8* was identified as an oncogene in endometrial cancer, breast cancer, colon cancer, renal cancer, gastric cancer, and nasopharyngeal carcinoma (Lee et al., 2015), but it is a tumor suppressor gene in lung and intestinal cancers (Gkirtzimanaki et al., 2013; Zhang et al., 2016) as well. *MAP3K8* was found upregulated in multiple tumor types and closely related to tumorigenesis (Sperger et al., 2003; D’Errico et al., 2009).

The findings of many cancer-associated genes in our study were surprising but not new. Though endometriosis is considered to be a benign condition, some of the characteristics of endometriosis are similar to cancer; for example, both endometriosis and cancer can be metastatic, angiogenic, and resistant to apoptosis. In the past, several studies examined if endometriosis has any relation with cancer. Recent studies have found cancer-associated mutations in endometriotic lesions (Sato et al., 2000; Thomas and Campbell, 2000) and also in deep infiltrating endometriosis without coexisting cancer (Anglesio et al., 2017). Other studies have shown that endometrial cancer and endometriosis (both are estrogen dependent and a disease of chronic inflammation) appear to have a moderate but significant shared genetic correlation (Wenzl et al., 2003; Painter et al., 2018). A recent study, based on The National Health Insurance Research Databases in Taiwan, has claimed that there is a potential association between endometriosis and endometrial cancer. This study has reported that the endometriosis patients have higher risk for developing endometrial cancer in their later life, with an adjusted hazard ratio (aHR) of 2.83 [95% confidence interval (CI) = 1.49 to 5.35], and for older women (age >40) diagnosed with endometriosis, the ratio was higher (aHR = 7.08, 95% CI = 2.33 to 21.55) (Yu et al., 2015). Another study has identified that 85% of atypical endometriosis lesions have a cancer-like immunological gene signature (Edwards et al., 2015). It has been reported that endometriosis is associated with ovarian cancer (Jimbo et al., 1997) and has a fourfold increased risk of developing the ovarian cancer (Kok et al., 2015). Also, there is a shared genetic risks between endometriosis and epithelial ovarian cancer (Lu et al., 2015). There is a significant risk of developing breast cancer in patients with endometriosis (Schairer et al., 1997; Chuang et al., 2015). The overall cancer risk has been found higher, with a standardized incidence ratio (SIR) of 1.2 (95% CI 1.1 to 1.3) in a study on 20,686 endometriosis patients who were hospitalized during the period 1969 to 1983 in Sweden. The SIR was 1.3 (95% CI 1.1 to 1.4) for breast cancer, 1.9 for ovarian cancer (95% CI 1.3 to 2.8), and 1.4 (95% CI 1.0 to 1.8) for hematopoietic malignancies (Brinton et al., 1997). Another study, based on 63,630 women with endometriosis, has found that endometriosis patients has an increased risk for several malignancies. The SIR for endocrine tumors was 1.38, ovarian cancer was 1.37, renal cancer was 1.36, thyroid cancer was 1.33, brain tumors was 1.27, malignant melanoma was 1.23, and breast cancer was 1.08 (Melin et al., 2007). Endometriosis has been found to be associated with an increased overall risk of skin cancer, with a hazard ratio (HR) of 1.28 (95% CI 1.05 to 1.55) and melanoma risk with HR 1.64 (95% CI 1.15 to 2.35) (Farland et al., 2017).

Fifth, machine learning classifiers can be trained for creating highly accurate models for classifying endometriosis with high sensitivity and specificity thus creating the opportunity for precision medicine application for endometriosis. The diagnostic latency of endometriosis is very high, with an average delay of 4–11 years mainly because of complexity in diagnosis techniques. The machine learning models in this study achieved a high F_1_ score (0.867) for the transcriptomics dataset and a high F_1_ score (0.79) for the methylomics dataset. The current diagnostic process is highly invasive in nature, but we anticipate a future where a minimally invasive endometrial biopsy with a machine learning predictive diagnostic model as demonstrated in this study can be used for diagnosing endometriosis. In recent years, we have seen the success of deep learning in various domains including bioinformatics such as described in a review article (Li et al., 2019). Another study demonstrated the application of deep learning for mutation map analysis (Umarov et al., 2019). A future extension of this study could be to apply the deep learning techniques for classifying endometriosis and demonstrate a process for interpretation of the models for biomarker detection.

Finally, we found that the type of whole genome sequencing data has an impact on the predictive performance. Transcriptomic dataset achieved higher accuracy in comparison with the methylomics dataset. An interesting investigation would be to develop an integrative classification model by integrating both transcriptomes and methylomics data to train a single model and measure the predictive performance. This aim is supported by our rationale that an integrative multi-omics approach may increase predictive performance thus providing a highly accurate predictive diagnostic model. Further study is needed for investigating such hypothesis.

In summary, this study demonstrated that a supervised machine learning method leveraging transcriptomics or methylomics data is a reliable approach for classifying endometriosis. We concluded that an appropriate machine learning diagnostic pipeline for endometriosis should use a) either transcriptomics or methylomics data, b) TMM normalization for the transcriptomics data, or qNorm or vNorm for the methylomics data, and c) GLM for feature space reduction and classification performance maximization. The conclusion was made based on the use case of endometriosis classification in this study. Further study is needed to generalize the results across multiple disease classification cases as well as using publicly available data on multiple populations.

## Data Availability

The datasets GENERATED for this study can be found in the gene Expression Omnibus, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134052; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134056

## Ethics Statement

The protocol was approved by the University of Missouri Institutional Review Board. The physician obtained informed consent following the IRB protocol. All subjects gave informed consent in accordance with the Declaration of Helsinki.

## Author Contributions

SA, TJ, DX, and SN contributed in the conception and design of the study; SN, TJ, JB, KP, and GW contributed in the acquisition of the samples and data. SA organized and preprocessed the data, performed the machine learning analysis, and wrote the first draft of the manuscript. All authors contributed to the manuscript revision and read and approved the submitted version.

## Funding

This work was supported by NIEHS R21 ES020039, University of Missouri Institute for Clinical and Translational Science, NIH/National Center for Advancing Translational Sciences (NCATS) grant UL1TR002345, and University of Missouri Research Council Grant.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Machine Learning Classifiers for Endometriosis Using Transcriptomics and Methylomics Data
**Source:** Front Genet. 2019 Sep 4;10:766. doi: 10.3389/fgene.2019.00766
**Supplement:** Supplementary file 1

Supplementary Table 1: Functional Enrichment Analysis Using the Genes from the Decision Tree Models Using the Methylomics Data

# Supplementary material for: Machine Learning Classifiers for Endometriosis Using Transcriptomics and Methylomics Data
**Source:** Front Genet. 2019 Sep 4;10:766. doi: 10.3389/fgene.2019.00766
**Supplement:** Supplementary file 2

Supplementary Table 2: GO Annotation, Pathways and the Associated Diseases for the Genes from the Decision Tree Models Using Transcriptomics Data

| **Gene** | **GO annotation** | **Pathways** | **Diseases Associated** |
| --- | --- | --- | --- |
| ***NOTCH3*** | calcium ion binding, protein binding, enzyme binding | Endocrine resistance, Notch signaling pathway, Apelin signaling pathway, Th1 and Th2 cell differentiation, Thyroid hormone signaling pathway, Human papillomavirus infection, Pathways in cancer and Breast cancer | Cerebral Arteriopathy, Autosomal Dominant, With Subcortical Infarcts And Leukoencephalopathy, Type 1 and Myofibromatosis, Infantile, cancer |
| ***B4GALNT1*** | transferase activity and acetylgalactosaminyltransferase activity | Glycosphingolipid biosynthesis - ganglio series, Metabolic pathways | Spastic Paraplegia 26, Autosomal Recessive and Spastic Paraplegia 26 |
| ***GTF3C5*** | Involved in RNA polymerase III-mediated transcription. Integral, tightly associated component of the DNA-binding TFIIIC2 subcomplex that directly binds tRNA and virus-associated RNA promoters | RNA Polymerase III Transcription Initiation and Activated PKN1 stimulates transcription of AR (androgen receptor) regulated genes KLK2 and KLK3 | Endometrial cancer |
| ***TMEM106B*** | Lysosome localization, dendrite morphogenesis |  | Leukodystrophy, Hypo myelinating, 16 and Semantic Dementia |
| ***SMAP2*** | GTPase activator activity | Endocytosis | microsatellite instability oncogenesis |
| ***SNAPC2*** | DNA-binding transcription factor activity | Formation of HIV-1 elongation complex containing HIV-1 Tat and RNA Polymerase III Transcription Initiation | Glioblastoma |
| ***PTOV1*** | May activate transcription. Required for nuclear translocation of FLOT1. Promotes cell proliferation |  | prostate adenocarcinomas, tumorigenesis and progression of esophageal squamous cell carcinoma |
| ***MFAP2*** | fibronectin binding and fibrinogen binding | Canonical and Non-canonical Notch signaling and Notch signaling pathway | obesity, diabetes, osteopenia, head and neck squamous cell carcinoma, Costello Syndrome, gastric cancer |
| ***ZNF865*** | transcription coregulatory activity |  | Breast cancer |
| ***DDB2*** | ubiquitin-protein transferase activity and damaged DNA binding | Glioma and Metabolism of proteins | Xeroderma Pigmentosum, Complementation Group E and Xeroderma Pigmentosum Group E, Ovarian cancer, breast cancer, colon cancer |

How the deposited data were processed for this re-analysis (not part of the article)

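RNA-seq was measured in 38 endometrial biopsies, 22 from controls and 16 from endometriosis. The authors checked read quality with FastQC, removed adapters with Cutadapt, aligned the reads to hg38 with Bowtie2 and TopHat and counted them on genes with HTSeq, and the deposited values are these counts (unit: count), whole numbers without normalization and without a filter. The number of columns not mapped to a group was 0. The sample labels give the group and a code that starts with N or W. The N series holds 12 controls, and the W series holds 10 controls and the 16 endometriosis samples, so the series and the group are partly confounded.

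The lowest total count of a sample was 1424796 and the highest was 2639094. At the median of all samples, 2238418 counts, a gene at 1 CPM (counts scaled to the library total) is measured by only a few reads, so that differences in such genes rest on single reads. Gene names, biotypes, positions, strands and exon overlaps were taken from GENCODE release 44 by the Ensembl identifier. GC content was computed for 13983 of the filtered genes.

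Differential analysis was run in R 4.3.3 with edgeR 4.0.16. The methods describe the filter (genes with at least 1 CPM in at least 16 samples), TMM factors, a GLM and the likelihood ratio test. They name no dispersion estimate and no covariate, so estimateDisp with a trend and tagwise dispersions, and the group as the only term, were chosen here. The threshold was a Benjamini-Hochberg adjusted p under 0.05. For the protein-coding genes, the library sizes, the filter and the TMM factors were recomputed on these genes. Standard errors were computed from the information matrix of each gene's fit with its tagwise dispersion. The alternatives were edgeR's quasi-likelihood F test, DESeq2 1.42.0, limma 3.58.1 with voom, RLE size factors, library size alone, robust dispersions, no filter, filterByExpr, the code series as a covariate, the W-coded samples alone, the first principal component as a covariate and a block on the number in the sample label. For the genes of Tables 3 and 4, a two-sided permutation test of the difference in mean TMM log2 CPM was run with 100000 resamples, over all samples and within the 26 W-coded samples. The study chose these genes on the same samples, so a small p in this test is not independent evidence. The named genes are every gene of Tables 3 and 4 and, of the genes past the threshold, the 5 with the smallest p among those higher and the 5 with the smallest p among those lower in endometriosis. This rule, the main settings and the alternatives listed so far were chosen before the data were examined.

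For the trees, TMM values were log2 CPM, qNorm values were quantile-normalized counts and vNorm values were voom values on total counts. C5.0 was replaced by a C4.5-type program written in Python 3.11.15 with numpy 2.4.6, which uses the gain ratio with a penalty for thresholds, at least 2 samples per branch and pessimistic pruning at a confidence of 0.25. The signature step of Biosigner was not run. In its place, partial least squares with 2 components, a random forest of 500 trees and a linear SVM with a cost of 1 were run on TMM values with scikit-learn 1.9.0, with genes standardized within each fold for partial least squares and SVM. Every model was tested by leave-one-out cross-validation, with Wilson 95% intervals. In the GLM models the genes past the threshold in all 38 samples were given to the tree, as in the methods, and in an alternative the genes were selected in each fold without the left-out sample. For the models on W-coded samples alone, the trees were grown and tested on the 26 samples with the genes selected on all 38. The other alternatives were a CART tree, the genes of the quasi-likelihood test and TMM library sizes in voom. Trees with and without GLM were compared by the exact McNemar test, adjusted over 6 comparisons.

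Added after the data had been seen were 11 settings of the dispersion estimate and the library sizes, a GC content correction of each library, and quantile normalization in voom. Groups were also compared with 100 splits of the same samples drawn with a fixed seed, the real split included. Lists of marker genes for the secretory and proliferative phases, epithelium, stroma, blood, leukocytes and vessels and a list of 20 housekeeping genes were written before they were tested.

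The tests were tested on simulated data of the same size. With 200 of 14154 genes changed by a log2 fold change of 1, the likelihood ratio test recovered 48.5% of them and called 8 unchanged genes, and with a log2 fold change of 2 it recovered 95.5% and called 18. The quasi-likelihood test recovered 40% and 94%. With no gene changed, each test called 0 genes. The simulated counts followed the fitted dispersions and held no outlier library, code series or GC difference. They therefore do not show how often a test calls genes by chance in the real counts. There, other splits of the 38 samples gave a median of 4 genes with the likelihood ratio test, and between 1 and 254. The tree program placed a planted gene at the root in 10 of 10 runs with 2000 genes, and had 50.5% of samples correct on noise. The planted gene was set far apart between the groups, so these runs check the program and not its power. RP11-792A8.1, RP11-459F6.3 and RP4-782L23.2, which matched no annotation name, and the methylation data are not analysed here.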

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

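The tests on the splits of the samples and on the N and W code series were chosen before the results were seen, and the tests on single libraries and on reads shared with MT-ND6 were chosen after. The genes below lie outside those the paper discusses, and the comparison between the control series is not in the paper.

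Between the 12 N-coded and the 10 W-coded controls, 2191 genes had an adjusted p under 0.05 (edgeR likelihood ratio test), 1264 higher and 927 lower in the W-coded controls. The quasi-likelihood F test gave 1713 genes. Of 100 splits of the controls into groups of these sizes, 1, the real one, gave as many genes, and the other splits gave a median of 2 and at most 256. A random division of the controls thus does not account for the difference. Library size differed as well (difference of the mean totals, W-coded minus N-coded, -298981.3 counts, permutation test, p = 0.00548), and so did the dependence of the counts on GC content. What the series stand for is not named in the paper's text. The paper states that samples came from several institutes, which it does not link to the codes. Whether the difference comes from the collection site, sample handling, sequencing or the donors is open, and no biological explanation was tested.

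Among the genes higher in endometriosis, MTND6P4 had the largest log2 fold change, 5.16 (edgeR likelihood ratio test). The paper does not name it. Without the endometriosis library of its highest value the adjusted p was 0.438, and the difference may therefore rest on the counts of 1 library. MTND6P4 is a pseudogene of MT-ND6, the mitochondrial protein-coding gene with the most counts, so reads shared between them are a candidate explanation as well. The Spearman correlation of their CPM over the 38 libraries was 0.519 (permutation test, p = 0.00085), the Pearson correlation of log2(CPM + 1) was 0.35 (p = 0.0394) and, without the 2 libraries farthest from the median, 0.539. Within the N-coded controls, the W-coded controls and endometriosis Pearson's r was 0.398, 0.491 and 0.353. In the library with the highest MTND6P4, MT-ND6 ranked only 6 of 38. Whether shared reads caused the high value cannot be told apart from other causes in that library, because the counts hold no read alignments.

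ENSG00000233196 had a log2 fold change of 2.18, and ZNF90 had one of 2.28. Both are past the threshold in the likelihood ratio test over all samples and are not named in the paper. Without the endometriosis library of the highest value, the adjusted p was 0.161 for ENSG00000233196 and 0.988 for ZNF90, so each call may rest on 1 library. For ENSG00000233196 the log2 fold change without it was still 1.34, and a difference between the groups stays open for this gene.

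ENSG00000226883, a long noncoding RNA gene on the strand opposite to FGGY, had a log2 fold change of 1.28. Its counts were between 0 and 8 reads per sample. Without the endometriosis library of its highest value the log2 fold change was 1.21, a change within its standard error of 0.33, and the adjusted p was 0.0603. The call therefore depends on that library while the size of the difference hardly does, and the counts of 1 library stay open as a cause of the call. Without the control library of its highest value the adjusted p was 0.00861. Within the W-coded samples, where the code series is the same for both groups, the log2 fold change was 0.87. The permutation test of the mean log2 CPM gave p = 0.021 there, and the likelihood ratio test over all genes did not call the gene. Endometriosis and a part played by the code series both stay open. Whether the reads come from FGGY was not tested.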

How the results depend on the processing

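The settings of the dispersion estimate and the library sizes, the GC content correction and quantile normalization in voom were chosen after the results were seen, and no other setting was. Unless a reason is given, the cause of a change was not tested.

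The number of genes past the threshold on all genes was 26 and on protein-coding genes 12. RLE size factors gave 22 and 12, and robust dispersions 23 and 10. The quasi-likelihood F test gave 1 and 0 (894 at an unadjusted p under 0.05), DESeq2 96 and 52, voom 1 and 1, library size alone 9 and 5, and no filter 5 and 4, with 37253 and 17300 genes tested. With filterByExpr 26 and 23 genes were called, 16 and 7 of them shared with the calls above. The code series as a covariate gave 0 and 0 (393 and 330 unadjusted), and the W-coded samples alone 0 and 0 (468 and 367 unadjusted), which also hold fewer samples. The first principal component as a covariate gave 20 and 21. The numbers in the labels do not pair the samples: over the 16 numbers shared between the groups, the correlation of the paired samples lay between -0.296 and 0.23, with a median of 0.0827, and it was above 0.1 for 5. With these numbers as a block, 842 and 294 genes were called. That fit leaves out the controls numbered above 16, all W-coded, so the group and the code series overlap more in it.

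Of the settings chosen after the data were seen, stepwise dispersions (common, trended, tagwise) gave 28 genes on all genes and 19 on protein-coding genes, stepwise common and tagwise dispersions 21 and 9, and estimateDisp without the design 1 and 0 (1414 and 851 unadjusted). With library sizes kept from before the filter, the same 3 settings gave 28 and 19, 21 and 9, and 1 and 0 (1414 and 851 unadjusted), and the main dispersions 26 and 12. With TMM factors computed before the filter they gave 17 and 10, 15 and 8, and 1 and 0 (1379 and 854 unadjusted), and the main dispersions 20 and 12. The GC content correction gave 1 and 0 (1433 and 826 unadjusted). The gene called by this correction, by estimateDisp without the design and by the quasi-likelihood F test was MTND6P4. Its endometriosis CPM came mostly from 1 library.

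Of the genes that the paper names, 7 were past the threshold. With the quasi-likelihood F test this number was 0, with DESeq2 4, with voom 1, with library size alone 1, with no filter 2, with filterByExpr 2, with the code series as a covariate 0, with W-coded samples 0 and with the first principal component 3. The number stayed at 7 with RLE size factors, with robust dispersions and with the block on the numbers in the labels. With the block the genes were not the same. SEMA3B-AS1 was past the threshold (likelihood ratio test, adjusted p = 0.0133) and KLF2P1 was not (adjusted p = 0.107). With filterByExpr 5 of the 7 genes were not tested, and the 2 that were tested stayed past the threshold. DESeq2 gave no adjusted p for 5 of these genes, because its independent filtering left out NOTCH3, TMEM106B, MFAP2, ZNF865 and SNAPC2. Over 188 values of 17 named genes under the alternatives, 72 kept their direction and were no longer past it, 2 were newly past it and 8 reversed, and the others kept their direction and their side of the threshold. The log2 fold change of DDB2 reversed to 0.00812 with the code series as a covariate and to 0.0057 in the W-coded samples, and that of ZNF90 to -0.0257 with DESeq2. ENSG00000278791, with 94.1% of its control CPM in 1 library, reversed to 0.41 with DESeq2, 0.10 with voom, 0.35 with the code series as a covariate, 0.34 in the W-coded samples and 0.26 with the block.

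Of 59 accuracies under the alternatives, 31 lay within the 95% interval of the main value and 28 did not. On all genes, the W-coded samples gave 38.46% for TMM, 73.08% for qNorm, 50.0% for TMM + GLM and for vNorm + GLM and 38.46% for PLSDA, from fewer samples. On protein-coding genes they gave 53.85% for TMM, 57.69% for TMM + GLM and for vNorm + GLM and 50.0% for qNorm + GLM. The CART tree gave 73.68% for TMM + GLM on each gene set, 26.32% for qNorm and 55.26% for vNorm on protein-coding genes. With genes selected within each fold, TMM + GLM had 60.53% on each gene set, vNorm + GLM 52.63% on all genes and 57.89% on protein-coding genes, and qNorm + GLM 50.0% on protein-coding genes. The gain from GLM was then 5.26 percentage points with TMM and 26.3 with qNorm on all genes, -13.2 with vNorm on all genes, and -13.2 with TMM, -2.63 with qNorm and -15.8 with vNorm on protein-coding genes, and 0 of the 6 gains were past the threshold. The left-out sample no longer takes part in the selection there, by construction. The genes of the quasi-likelihood test gave 55.26% for TMM + GLM on all genes, from 1 gene, MTND6P4. On protein-coding genes that test called 0 genes and gave no accuracy. With genes selected by GLM on all 38 samples, PLSDA had 86.84%, random forest 81.58% and SVM 86.84% on all genes, and 89.47%, 78.95% and 89.47% on protein-coding genes. For vNorm on protein-coding genes, TMM library sizes in voom gave 52.63% and quantile normalization in voom 52.63%, and for vNorm on all genes quantile normalization gave 31.58%. The number of genes between the control series, 2191, was 1713 with the quasi-likelihood test.

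The depth limits some genes of the trees. NOTCH3 and MFAP2 had at most 6 reads per sample, and SMAP2 and GTF3C5 had too few reads to be tested with the filter.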

Differences from the paper's values

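None of the values here comes from a test chosen after the result was seen, except where a setting is said to have been chosen after seeing the values. A gap is called closed where the larger of the values is at most 1.5 times the smaller, or where they differ by no more than the binomial SD of the share found here, so a closed gap can still leave values apart. Shares of samples are given as fractions, as in Table 5 of the paper.

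On all genes, the accuracy of “qNorm + Decision Tree” was 0.316 against the paper's 0.184, and the share of endometriosis samples classified correctly was 0.125 against the paper's 0.000. Neither alternative set before the data were examined (the CART tree and the W-coded samples) closed these gaps. For “vNorm + Decision Tree” this share was 0.5 against the paper's 0.188. With the CART tree it was 0.1875, within the paper's value, and with the W-coded samples or TMM library sizes in voom the gap stayed. Quantile normalization in voom, chosen after seeing the values, gave 0.125. For “vNorm + GLM + Decision Tree” the share was 0.6875 against the paper's 0.375. The W-coded samples (0.5) and the genes selected within each fold (0.3125) closed the gap, and the CART tree, TMM library sizes in voom and the genes of the quasi-likelihood test did not. Quantile normalization in voom, chosen after seeing the values, gave 0.5, and an accuracy of 0.684 that equals the paper's for this model.

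For random forest on all genes, the share of endometriosis samples classified correctly was 0.1875 against the paper's 0.438, and none of the alternatives set before the data were examined closed the gap.

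On protein-coding genes, the share of endometriosis samples classified correctly by “qNorm + Decision Tree” was 0.3125 against the paper's 0.125, and neither the CART tree nor the W-coded samples closed the gap. For “vNorm + Decision Tree” the accuracy was 0.737 against the paper's 0.263, and the share of endometriosis samples was 0.625 against the paper's 0.125. None of the alternatives set before the data were examined closed these gaps. The share of controls was 0.818 against the paper's 0.364, and TMM library sizes in voom (0.545) brought it just inside the 1.5 times limit, while the CART tree and the W-coded samples did not close the gap. Quantile normalization in voom, chosen after seeing the values, closed none of the gaps of this model.

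For PLSDA on protein-coding genes, the share of controls classified correctly was 0.636 against the paper's 0.955. Genes selected by GLM on all 38 samples gave 0.864 and closed the gap. Genes selected within each fold gave 0.682, or 15 of 22 controls against 14, which counts as closed by the 1.5 times limit only. The W-coded samples did not close it. For SVM on protein-coding genes, the share of endometriosis samples was 0.375 against the paper's 0.625. The W-coded samples (0.75) and genes selected by GLM on all 38 samples (0.875) closed the gap from above. In the W-coded samples, where endometriosis is the larger group, 1 of the 10 controls was correct. The closed gap there does not mean that the groups were told apart. Genes selected within each fold gave 0.4375, or 7 of 16 samples against 6, which counts as closed by the same limit only. In these comparisons the sensitivity that the paper gives for its Biosigner models was read as the share of controls and its specificity as the share of endometriosis samples, since only that order gives the paper's accuracies with 22 and 16 samples.

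The paper has 28 differentially expressed genes on all genes, and 26 were found here. Of 11 settings of the dispersion estimate and the library sizes, all chosen after seeing the values, 28 genes (5 higher and 23 lower, as in the paper) were reached by stepwise dispersions (common, trended, tagwise), with library sizes recomputed or kept, and these gave 19 genes on protein-coding genes against the paper's 11. The other 9 gave between 1 and 26 genes. No setting run here gave 11 on protein-coding genes. The paper has 11687 protein-coding genes after the filter, and 8431 or 10323 were found here, on total counts or on protein-coding counts. The protein-coding genes of the whole table were 19628 here and 18852 in the paper.

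The paper states that 8 of its tree genes are differentially expressed, 7 of them lower. Here 7 were past the threshold, 6 of them lower, and GTF3C5, which fails the filter, had an adjusted p of 0.107 in the likelihood ratio test when no filter was used and a p of 0.00031 in the permutation test of this gene alone, which is not independent evidence because the study chose it on these samples. The paper ranks “qNorm + GLM + Decision Tree” next after the TMM model on all genes, while here “vNorm + GLM + Decision Tree” was next with 30 samples correct against 26. The paper states that models on all genes performed better than those on protein-coding genes, while here the trees on protein-coding genes had as many samples correct or more for each of the 6 models under the main settings. All genes had more correct in some alternatives: with the CART tree 16 against 10 for qNorm and 28 against 26 for vNorm + GLM, in the W-coded samples 19 against 17 for qNorm and 14 against 13 for qNorm + GLM, with genes selected within each fold 22 against 19 for qNorm + GLM, and with TMM library sizes in voom 21 against 20 for vNorm. The paper describes a tendency for trees without GLM to perform better on TMM data, while here on all genes vNorm had 25 samples correct and TMM 21. It has NOTCH3 at the root of every tree, and here 11 of 12 trees had it. For “qNorm + GLM + Decision Tree” on all genes, Table 3 and Table 4 of the paper name different genes beside NOTCH3, SMAP2 and KLF2P1, and KLF2P1 was used here.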

Other observations

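The tests on GC content and on library size were chosen after the result was seen, and the other tests in this part were chosen before.

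The number of genes past the threshold was compared with that of other splits of the 38 samples into groups of 22 and 16. As many genes as between endometriosis and control, 26 on all genes, were found in 15 of 100 splits, and as many as the 12 protein-coding genes in 18 of 100, the real split included. The median of the other splits was 4 on all genes, and the highest was 254. At an unadjusted p under 0.05, 9 of 100 splits had as many genes on all genes and 13 on protein-coding genes. A random division of these samples could therefore give as many genes.

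The N and W code series are a candidate explanation for part of the 26 genes. Within the W-coded samples, where the series is the same for both groups, 468 genes had an unadjusted p under 0.05, and 88 of 100 splits of these samples gave as many. Of the 26 genes, 17 had an unadjusted p under 0.05 between the control series, where other splits of the controls gave a median of 2 and at most 11. The controls take part in both comparisons, so the direction of these genes between the control series (the same for 24, where other splits gave a median of 13 and at most 24) is weak evidence. The log2 fold change within the W-coded samples was -1.34 for NOTCH3 and -1.64 for SNAPC2, against -1.38 and -1.91 over all samples, so for these genes the series is a weaker candidate, and endometriosis stays open. Among the other called genes of the paper, B4GALNT1 had -0.23 against -1.16, PTOV1 -0.06 against -0.76 and ZNF865 -0.62 against -1.69. MFAP2 had -0.96 against -1.29 and KLF2P1 2.28 against 2.59. The W-coded samples are fewer, and a smaller number of calls is also what fewer samples give. Sample number bears on calls rather than on the size of a fold change. It is therefore a weaker explanation for the smaller values of B4GALNT1, PTOV1 and ZNF865.

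GC content is linked to the series. Across the filtered genes, which are not independent replicates, the log2 difference between endometriosis and control had a Spearman correlation of -0.304 with GC content, a size that 1 of 100 splits, the real one, reached. The median GC content was 62.0% among the genes past the threshold and 48.4% among all filtered genes. The slope of the counts on GC content per library differed between endometriosis and control (difference -0.11, permutation test, p = 0.00315, adjusted p = 0.00472 over 3 comparisons) and between W-coded and N-coded controls (-0.227, p = 1e-05, the smallest the permutations can give, adjusted p = 3e-05), but not within the W-coded samples (0.014, permutation test, p = 0.552). After a GC content correction of each library, 1 gene was past the threshold and 1433 had an unadjusted p under 0.05. That gene was MTND6P4, with 95.7% of its endometriosis CPM in 1 library. The 26 genes kept their direction and a median of 87.8% of their log2 fold change (from 64.3% to 105%), and 8 had an adjusted p under 0.1, so most of the calls were lost while most of the difference between the groups was not. The median adjusted p of the 26 genes was 0.129. Of the called genes of the paper, B4GALNT1 went from -1.16 to -1.03 (adjusted p = 0.0543) and SNAPC2 from -1.91 to -1.71 (adjusted p = 0.0696). KLF2P1 went from 2.59 to 2.72 (adjusted p = 0.0543) and NOTCH3 from -1.38 to -1.22 (adjusted p = 0.127). MFAP2 went from -1.29 to -1.18 and ZNF865 from -1.69 to -1.37 (adjusted p = 0.13 for each). PTOV1 went from -0.76 to -0.50 (adjusted p = 0.151). A GC bias between libraries could account for part of the fold changes, and whether it accounts for the calls stays open, because GC content is linked to the code series. Library size did not differ between the groups by more than its spread (difference -43159.4, permutation test, p = 0.605), which argues against library size as the cause.

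The higher accuracy after GLM was tested with permuted labels. When the group labels were permuted 99 times and as many genes were selected on all 38 samples, the accuracy of the trees with TMM on all genes had a median of 71.05%, against 52.6% without selection, and 79 of the 99 permutations gained. On protein-coding genes 83 gained. An accuracy as high as the real one, 89.5%, was reached in 4 of 100 runs on all genes and 6 on protein-coding genes, the real one included. With the real labels and genes selected within each fold, the accuracy was 60.53%, near the 57.9% that calling every sample a control would give, which argues against the whole gain coming from genes that separate the groups in samples not used to select them. With genes selected within each fold, the gain with TMM was 5.26 percentage points on all genes, against 34.2 with selection on all samples. On protein-coding genes it was -13.2 against 15.8. With qNorm on all genes it was 26.3 against 36.8. Selection on all samples, the left-out sample included, may therefore account for most of the gain with TMM. Whether it accounts for all of it stays open. The permuted runs cannot decide this, because they compare accuracies under selection on all samples only.

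The counts may have been made against the strand of the transcripts. The 20 housekeeping genes had a median percentile of 61.6 among the filtered genes by mean CPM, with a median of 10.6 CPM and a highest value of 38.6 CPM, and 0 were in the top 5%. MT-ND6, the only mitochondrial protein-coding gene on the minus strand, had a mean of 37748 CPM, and the 12 on the plus strand had 21267 CPM together, of which MT-ND5, next to MT-ND6, had 9282. BEST1 had 20105 CPM and FTH1, which overlaps it on the other strand, had 17.2 CPM. In 38 of 38 libraries TSIX had more counts than XIST, with means of 22822.5 and 3.46 CPM. For these genes, the values argue against counts made on the strand of the transcripts. If the counts were made against that strand, those of a gene would hold mainly reads of transcripts on the opposite strand. The low counts of NOTCH3 would then be the reads that do not follow the strand. This reading of the strand was not tested on reads.

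Within the groups, samples differed along the first principal component, which held 16% of the variance. It differed between W-coded and N-coded controls (permutation test, p = 0.00461), and not between endometriosis and control (p = 0.118) or within the W-coded samples (p = 0.601). The phase of the menstrual cycle is a candidate explanation. The score of secretory minus proliferative genes, of which 12 of 20 passed the filter, had a Pearson correlation of -0.728 and a Spearman correlation of -0.722 with the component (permutation tests, p = 1e-05, the smallest they can give, adjusted p = 3.5e-05 over 7 relations). Without the 2 farthest samples Pearson's r was -0.686, and it was -0.729 in the N-coded controls, -0.614 in the W-coded controls and -0.807 in endometriosis. Pearson's r with the component was -0.788 for the secretory list, 0.476 for the proliferative list, -0.612 for the vessel list, 0.315 for the stroma list, 0.109 for the epithelium list and -0.055 for the leukocyte list. Of the blood list, 0 of 5 genes passed the filter. The scores come from the same counts as the component, and no random gene lists of the same size were compared. The correlations therefore do not single out the cycle, and the vessel list, at -0.612, also followed the component. If the counts were made against the strand of the transcripts, the scores would not measure mainly the named genes.  The cycle score itself did not differ between endometriosis and control by more than its spread (difference 0.501, permutation test, p = 0.187). Of the 7 relations, the stroma score had the smallest p between the groups: it was lower in endometriosis (mean difference -0.523, permutation test, p = 0.0114, adjusted p = 0.0798), and the difference within the W-coded samples was -0.105 (p = 0.593). The stroma list holds COL1A1, which is among the genes past the threshold. The phase of each sample is not used here.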
